# Downregulation of HuR as a new mechanism of doxorubicin resistance in breast cancer cells

**DOI:** 10.1186/1476-4598-11-13

**Published:** 2012-03-21

**Authors:** Elisa Latorre, Toma Tebaldi, Gabriella Viero, Antonino Maria Spartà, Alessandro Quattrone, Alessandro Provenzani

**Keywords:** HuR, Doxorubicin, Drug resistance, Apoptosis, Translational regulation

## Abstract

**Background:**

HuR, an RNA binding protein involved in the post-transcriptional regulation of a wide spectrum of mRNAs, has been demonstrated to be a determinant of carcinogenesis and tumor aggressiveness in several cancer types. In this study, we investigated the role of HuR in the apoptosis and in the chemoresistance induced by the widely used anticancer drug doxorubicin in human breast cancer cells (MCF-7).

**Results:**

We showed that HuR acts in the early phase of cell response to doxorubicin, being induced to translocate into the cytoplasm upon phosphorylation. Reducing HuR levels diminished the apoptotic response to doxorubicin. Doxorubicin-induced apoptosis was also correlated with the presence of HuR in the cytoplasm. Rottlerin, which was able to block HuR nuclear export, had correspondingly antagonistic effects with doxorubicin on cell toxicity. The proapoptotic activity of HuR was not due to cleavage to an active form, as was previously reported. In *in vitro *selected doxorubicin resistant MCF-7 cells (MCF-7/doxoR) overexpressing the multidrug resistance (MDR) related ABCG2 transporter, we observed a significant HuR downregulation that was paralleled by a corresponding downregulation of HuR targets and by loss of rottlerin toxicity. Restoration of HuR expression in these cells resensitized MCF-7/doxoR cells to doxorubicin, reactivating the apoptotic response.

**Conclusions:**

The present study shows that HuR is necessary to elicit the apoptotic cell response to doxorubicin and that restoration of HuR expression in resistant cells resensitizes them to the action of this drug, thereby identifying HuR as a key protein in doxorubicin pharmacology.

## Background

Insurgence of drug resistance during chemotherapy is a major cause of cancer relapse and consequent failure of therapy for cancer patients. Genetic and epigenetic changes, resulting in gene expression reprogramming, play a major role in allowing adaptation to the presence of anticancer drugs [1]. One of the most important aspects of this phenomenon is the development of resistance and cross resistance to drugs having a mechanism of action unrelated to the single chemotherapeutic agent originally causing resistance, i.e. the MultiDrug Resistance phenotype (MDR) [2]. Resistance mechanisms are extremely complex, changing according to the type of drug that was used in therapy and spanning from the overexpression of drug extrusion pumps, as in the case of several cytotoxic compounds [3], to mutations or overexpression of the pharmacological target, as in the case of receptor tyrosine kinase inhibitors [4]. In the case of doxorubicin (doxo), a widely used chemotherapeutic agent, different mechanisms responsible for the onset of a drug resistant phenotype in cancer cell models have been recognized. The most common is characterized by enhanced expression of the P-glycoprotein, ABCB1 [5], a transmembrane pump responsible for drug efflux from cells. P-glycoprotein belongs to the family of ATP binding-cassette (ABC) transporters. Another member of this family, ABCG2, was more recently identified as involved in drug resistance to doxo as well [6]. The expression level of topoisomerase II [7,8], the molecular target of doxo, is another major factor implicated in doxo pharmacoresistance. Since doxo stimulates cell apoptosis through inhibition of topoisomerase II and consequent DNA damage, cells develop resistance by downregulating this enzyme [9].

Translational control is recognized as an increasingly important level of regulation of gene expression [10], but its impact in drug resistance has not yet been addressed fully. Among the major agents involved in translational control, the RNA binding protein (RBP) HuR is a pleiotropic protein [11] regulating many physiological processes. HuR acts as a mRNA stabilizer and/or a translational enhancer that binds to a large number of AU-rich element (ARE) containing mRNAs [12,13]. Many of the genes controlled by HuR are implicated in important physiological functions, such as embryonic development [14,15] and cell differentiation [16]. HuR overexpression or preferential cytoplasmic localization has been correlated with carcinogenesis in tissue biopsies and in cell models [17-19] and patient negative prognosis [20]. A caspase-truncated form of HuR has also been identified as a promoter of cell death [21,22].

In this work we explored the possibility that the involvement of HuR in the apoptotic response could contribute to the development of the resistance phenotype. First we show that HuR undergoes cytoplasmic translocation in MCF-7 cells exposed to doxo, and that this translocation is necessary to the doxo-induced triggering of apoptosis. We finally show that restoration of HuR expression in doxo-resistant, HuR-downregulating MDR cells is sufficient to reacquire sensitivity to this anticancer drug.

## Results

### Doxorubicin induces HuR phosphorylation and nucleocytoplasmic shuttling

Since HuR is induced to relocate from the nucleus to the cytoplasm following DNA damaging stimuli such as UVR [23], we reasoned that an anticancer agent known to induce DNA damage as doxorubicin (doxo) could produce a similar effect. We starved MCF-7 cells for 24 h in order to induce nuclear localization of HuR (Figure 1A, B) [24]. Indeed, after 4 h of doxo addition, HuR translocated into the cytoplasm. The translocation effect was proportional to the applied dose, as quantified by calculating the ratio of the signal intensity of the protein in the nucleus versus the cytoplasm (Figure 1A). The total amount of HuR inside the cells did not change after doxo administration, as measured by densitometric analysis of three independent western blots (Figure 1B). As can be seen in Figure 1C and 1D, HuR began to accumulate in the cytoplasm after 1 h of 10 μM doxo addition. After 4 h, a two fold enrichment of the proteins was observed in the cytoplasm over the control condition (Figure 1D). Moreover, within the time frame of the experiment and notwithstanding the known cell damage induced by doxo that can result in the potential loss of nucleocytoplasmic compartmentalization, the nuclear membrane was still intact since nuclear and cytoplasmic markers (H3 and LDH, respectively) were clearly confined in their compartments while HuR accumulated in the cytoplasm. Since HuR shuttling is the consequence of post-translational modifications, including phosphorylation [25,26] we evaluated if doxo induced HuR phosphorylation. Lysates of cells treated with doxo resulted in the migration of HuR in a 2D Western blot stained with anti-HuR antibody at pH values lower than the pI of the native protein, which suggested that a series of phosphorylation events may have occurred after treatment with the drug. The bands were no longer visible after treatment of the lysates with alkaline phosphatases, consistent with the presence of phosphoryl groups (Figure 1E). This result was confirmed by immunoprecipitating HuR under the same experimental conditions and blotting with anti pan Ser/Thr antibody. A phosphorylation band was observed in the control reaction, i.e. in the presence of the serum, was absent during starvation, and reappeared after doxo administration. These findings suggest that doxo induces phosphorylation of HuR and accumulation of HuR in the cytoplasm, as is often observed with other DNA damaging treatment such as cisplatin [27].

**Figure 1:**
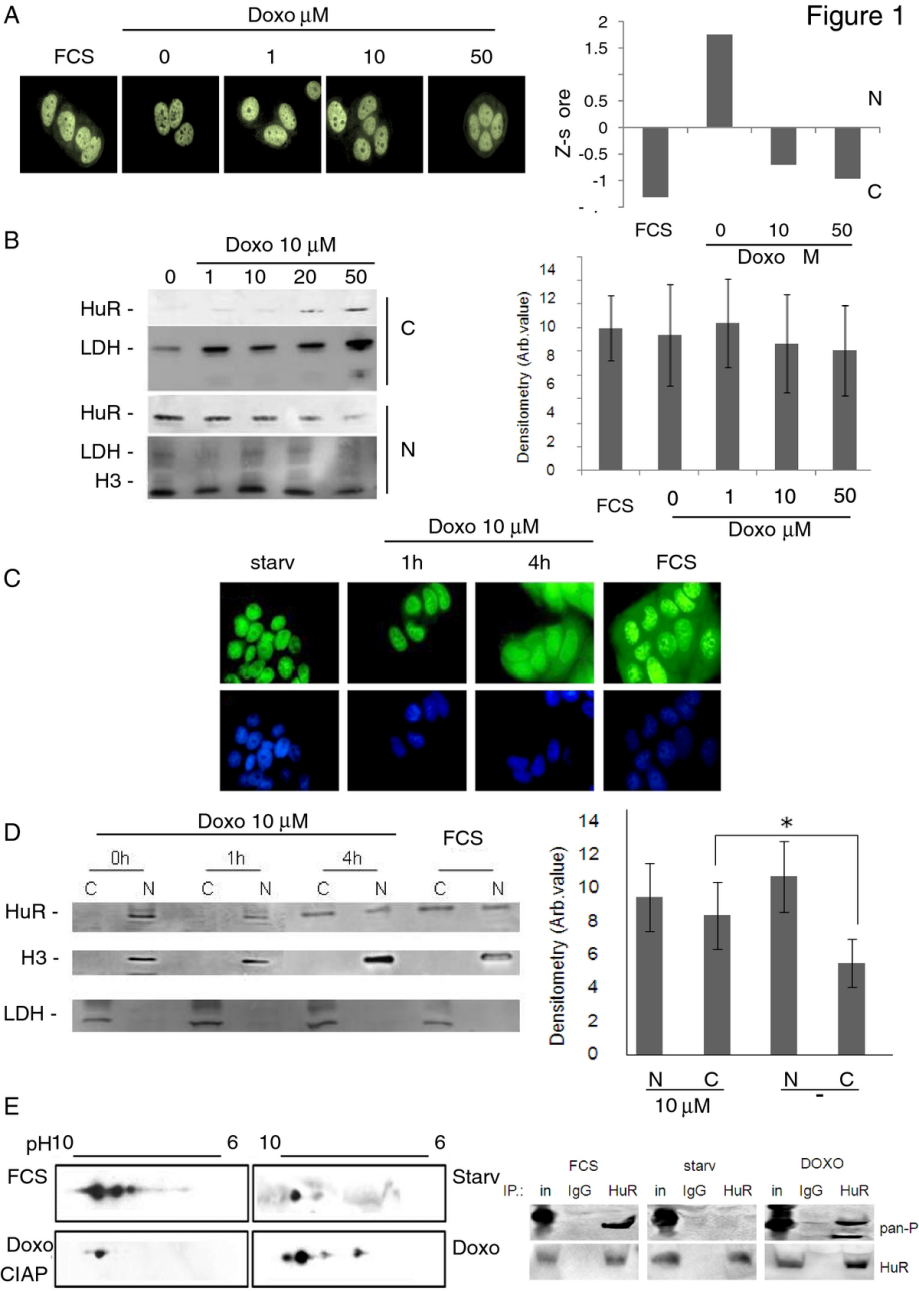
**A: HuR translocates from the nucleus to the cytosol after doxorubicin treatment**. Immunofluorescence (HuR in green, counterstaining DAPI in blue) on MCF-7 cells starved for 24 h and treated at increasing doxo concentration (from 1 to 50 μM) for 4 h. Quantification of HuR cytoplasmic translocation measured on immunofluorescence images by calculating the ratio of intensity signal in the nucleus and in the cytoplasm. An average of 300 cells for each experimental conditions were used. Z-score below zero indicates nuclear localization, above zero cytoplasmic localization. **B**: **Subcellular fractionation on increasing doses of doxorubicin and quantification of HuR expression level**. Western blotting on MCF-7 cells starved for 24 h and treated at increasing doxorubicin concentration (from 1 to 50 μM). The filter was probed with anti-H3 as nuclear fraction marker and anti-LDH as a cytosolic fraction marker. Quantification of total HuR protein measured by densitometric analyses on three independent western blots. **C**: **HuR translocates from the nucleus to the cytosol after 1 and 4 h doxorubicin treatment**. Immunofluorescence (HuR in green, counterstaining DAPI in blue) on MCF-7 cells starved or not (FCS) for 24 h and treated with doxorubicin 10 μM for 1 and 4 h. **D**: **Subcellular fractionation after 1 and 4 h doxorubicin treatment**. Western blotting on MCF-7 cells starved or not (FCS) for 24 h and with doxorubicin 10 μM for 1 and 4 h. The filter was probed with anti-H3 as nuclear fraction marker and anti-LDH as a cytosolic fraction marker. Quantification of HuR protein translocation after 10 μM doxo for 4 h measured by densitometric analyses on three independent western blots. * *p*-value < 0.01 with respect to starved conditions. **E: Doxorubicin induces modification in HuR phosphorylation**. 2D western blotting on whole cell lysates. MCF-7 cells were grown in standard condition (FCS), starved or in the presence of doxorubicin 10 μM for 4 h (doxo). As negative control for phosphorylation the doxorubicin sample was treated with calf intestinal alkaline phosphatase (CIAP). HuR immunoprecipitation blotted with anti HuR and pan anti-phospo antibody. As negative control IgG immunoprecipitation was blotted with anti HuR and pan anti-phospo antibodies. In: Input material, IgG: IgG immunoprecipitated material, HuR: anti-HuR immunoprecipitated material.

### Apoptosis by doxorubicin is dependent on HuR phospohorylation and cytoplasmic translocation

We investigated if HuR translocation was involved in doxo-induced cell death. Initially we evaluated the apoptotic response following doxo treatment in the presence and absence of HuR expression in a dose and time dependent manner. The apoptotic response to doxo was measured by the activation of caspase 3 and caspase 7 and by the exposure of phosphatidylserine on the outer leaflet of the plasma membrane (Additional file 1: Figure S1). We transiently transfected MCF-7 cells with a siRNA against HuR (Figure 2B) and found, as shown in Figure 2A, that caspase activation was lower in HuR silenced cells compared to control cells. The decrease of caspase activation was significant after 4 h at 10 nM, 100 nM and 1 μM doxo. We then tested if this effect could be obtained also by blocking doxo-induced HuR phosphorylation by exploiting the known HuR phosphorylation inhibitor rottlerin [28]. Rottlerin administration to starved MCF-7 cells did not influence HuR phosphorylation and slightly influenced the outflow of the protein from the nucleus (Figure 2C, D). However, rottlerin had a strong inhibitory impact on the activation of its first recognized pharmacological target PKCδ (Figure 2F), showing the effectiveness of this drug in this cell line. We measured the apoptotic effect of rottlerin and found that it did not induce an apoptotic response even with a 10 mM dose after a 4 h exposure. Synchronous coadministration of doxo and rottlerin did not increase the apoptotic response with respect to doxo single treatment (Figure 2E). We then preincubated starved cells for 1 h with rottlerin and then added doxo for 4 h. In this condition rottlerin hampered doxo-induced phosphorylation of HuR (Figure 2C) and prevented its cytoplasmic diffusion (Figure 2D). A functional interaction of rottlerin and doxo could be also detected by measuring cell viability, which was determined by an ATP dependent luminescence-based method. Doses of rottlerin and doxo, both separately and in association, ranged from 0.1 nM to 10 μM for a 24 h exposure. The IC50 values in Table 1 show the effect of the administration of the compounds on the proliferation of the MCF-7 cells. Rottlerin exerted an activity in the low nanomolar range, while doxo IC50 was 40 nM, less potent than rottlerin. The combination effect was calculated by the Loewe index, maintaining a fixed concentration ratio of 10:1 between rottlerin and doxo. As shown in Figure 3B, the combination index was significantly above one for the entire fraction of cells affected by the drugs, indicating that the coadministration induced an effect which was less severe than would be expected from the sum of the effects that each drug would produce on its own. One drug, therefore, counteracted some of the effects of the other, thereby behaving as an antagonist.

**Figure 2:**
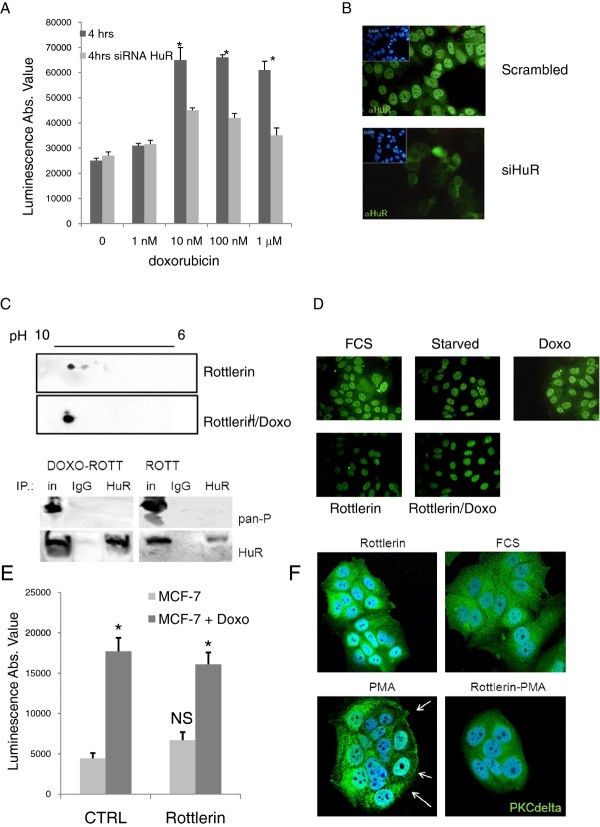
**A: HuR is necessary for caspase 3/7 activation doxorubicin induced**. Histogram shows the caspase 3/7 activation (as luciferase intensity) in MCF-7 cells in the presence of increasing doxorubicin concentration with (light grey bar) or without (dark gray bar) HuR silencing. Graph of a representative experiment out of three experiments. Experiments were run in quadruplicate. * p-value < 0.01 with respect to HuR silenced cells. **B: HuR silencing**. Immunofluorescence on MCF-7 cells at 24 h after the siRNA HuR transfection. HuR is represented in green, counterstaining DAPI is blue. **C: Doxorubicin induced HuR phosphorylation is blocked by rottlerin**. 2D gel western blots on whole MCF-7 cell lysates cells treated with Rottlerin 10 mM for four hours and in co-administration with doxo. HuR immunoprecipitation blotted with anti HuR and pan anti-phospo antibodies. As negative control IgG immunoprecipitation was blotted with anti HuR and pan anti-phospo antibodies. In: Input material, IgG: IgG immunoprecipitated material, HuR: anti-HuR immunoprecipitated material. The drug was tested for its capacity to modify HuR phosphorylation status alone or together with doxorubicin (doxo). Control for doxo alone is shown in Figure 1E **D: HuR localization**. representative immunofluorescence images of HuR localization (green) in control conditions (FCS, starvation, doxo) and in the presence of Rottlerin and with pre-treatment with one hour Rottlerin and four hours doxo. Images indicate that Rottlerin blocks doxo induced HuR translocation. **E. Apoptotic response activation of MCF-7**. Histogram shows the caspase 3/7 activation (as luminescent intensity) of MCF-7 cells in the presence of rottlerin (light grey) or rottlerin with doxorubicin (dark gray). Graph of a representative experiment out of three experiments. Experiments were run in quadruplicate. NS, Not Significant with respect to control (CTRL), * *p*-value < 0.01 with respect to doxorubicin treatment. **F. Rottlerin blocks PMA induced PKCδ activation**. representative confocal immunofluorescence images of PKCδ localization (green) in control conditions (FCS, rottlerin, PMA) and in the presence of coadministration of Rottlerin and PMA. Images indicate that Rottlerin blocks PMA induced PKCδ membrane translocation, known mechanism of PKCδ activation.

**Table 1:** IC_50 _Table

	MCF-7		MCF-7/DoxoR		Loewe interaction index		SK-BR-3		SK-BR-3/NOdoxo		MDA-MB-231		MDA-MB-231/DoxoR	
	IC50 (μM)	R sq	IC50 (μM)	R sq	MCF_7	MCF-7/DoxoR	IC50 (μM)	R sq	IC50 (μM)	R sq	IC50 (μM)	R sq	IC50 (μM)	R sq
**Doxorubicin**	0,04	0,96	10	0,96	antagonist	n.c.	10	0,95	50	0,97	5	0,95	75	0,94
**Rottlerin**	0,005	0,96	n.c.	n.c.			n.d.	n.d.	n.d.	n.d.	n.d.	n.d.	n.d.	n.d.

**IC_50 _Table**. IC_50_s of 24 h drug-treated MCF-7 and MCF-7/DoxoR cells. Data obtained were in luminescence units and analyzed with Graphpad Prism software, *n.c*. not convergent, *n.d*. not done.

**Figure 3:**
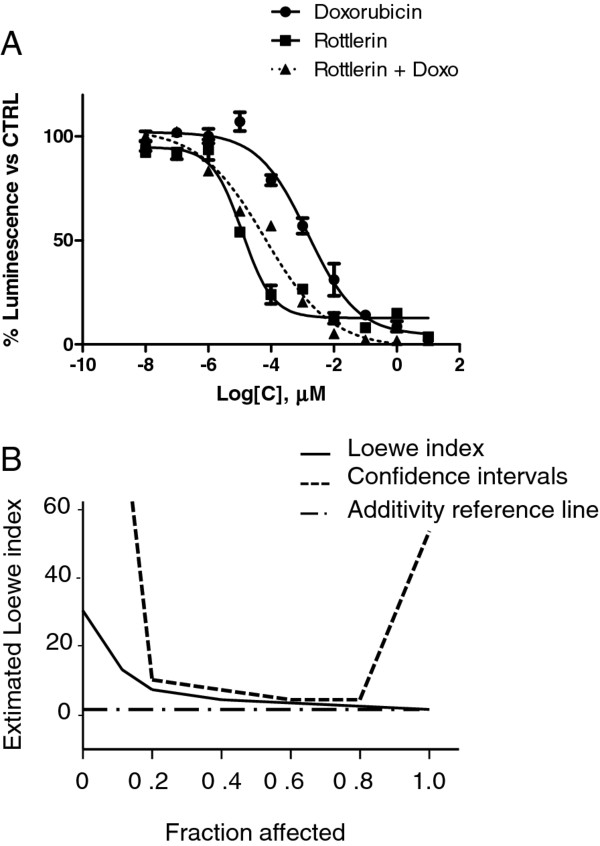
**A. Antagonistic effect of doxorubicin on rottlerin**. Sigmoidal inhibition curves for MCF-7 cells treated either with doxo or rottlerin, or with the two drugs together in a constant ratio of 1:10. The IC_50 _were calculated by nonlinear regression, using Graphpad Prism software. As shown by the dashed line, doxo antagonizes the action of rottlerin, producing a shift to the left of its curve. **B. Graphic representation of the combination index calculated following the Loewe model**. The combination index of the rottlerin-doxorubicin mixture, never goes below the additivity reference line of one, indicating that doxorubicin and rottlerin have antagonistic effects. All the experiments were performed in quadruplicate and repeated at least twice.

Taken together, these results show that doxo-induced apoptosis and decrease in cell number depends on the relocalization of HuR in the cytoplasm and is coupled with its phosphorylation.

### HuR binds to target mRNAs and is loaded on polysomes following doxorubicin administration

The dependency of apoptosis on HuR could be ascribed to two previously described mechanisms. One possibility directly favors the aggregation of the apoptosome complex [21] induced by a truncated form obtained following cleavage by caspase 3 and 7. An alternate mechanism relies on an indirect process through post-transcriptional stabilization or increases in the translation of apoptosis related genes [29-32]. We searched for the presence of the cleaved HuR form after doxo in a dose dependent experiment. As shown in Figure 4A, HuR was cleaved minimally and only at 50 μM after overnight exposure in MCF-7 cells. Conversely, HuR was exstensively cleaved, although not completely, in HeLa cells. The presence of both caspases 3 and 7 has been shown to be necessary to cleave HuR [21]. Despite a report about the absence of caspase in MCF-7 cells [33], we and others [34,35] observed the presence of the activated form of the protein following doxo treatment (Figure 4B). HuR is known to localize to polysomes and in stress granules after certain types of stimuli and cell lesions [36,37]. We observed a massive shifting of the protein to heavier polysomal fractions following doxo treatment (Figure 4C), indicating that the protein is actively participating in the cellular response to the drug possibly regulating the translation activity of bound mRNAs.

**Figure 4:**
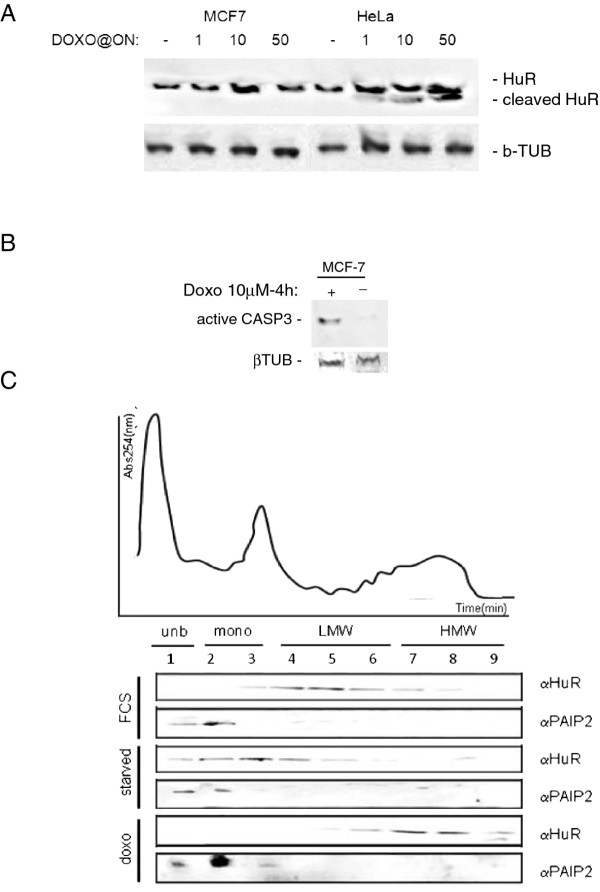
**A: HuR apoptotic cleavage is not present in MCF-7 cells**. Western blotting analysis on HeLa and MCF-7 whole cell lysate sampled after an overnight exposure to doxo at different doses 1, 10, 50 μM (+) or not (-). The cleaved form is present in HeLa cells but only in minimal part in MCF-7 cells. **B: Active caspase 3 is present in MCF-7 cells**. Western blotting analysis on HeLa and MCF-7 whole cell lysate sampled after an overnight exposure to doxorubicine 10 μM (+) or not (-). Active caspase 3 is present in MCF-7 cells. **C: HuR translocates onto the translational active polyribosomes**. Western blotting analysis on polysomal fractionation samples (1-9). Fractionation was performed on MCF-7 cells grown in standard condition (FCS), starved or treated with doxorubicin 10 μM for 4 h and samples were investigated for the presence of HuR or PAIP2. In the upper part of the panel is reported a polysomal profile indicating which fractions are enriched in unbound ribosomes (unb), single ribosomes (mono), low molecular weight polysomes (LMW) or high molecular weight polysomes (HMW). The HMW are the fractions where the translational active polyribosomes sedimentate and the HuR western bloltting signal after doxorubicin treatment localizes. PAIP2 is used as control since localization is not affected.

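MCF-7 cells, an estrogen receptor positive human breast cancer line, were starved for 24 h and treated with doxo at 10 μM for 4 h. RNA that coimmunoprecipitated with HuR was hybridized on dual-colour Agilent arrays against RNA of an IgG immunoprecipitate (4 arrays) and against cytoplasmic RNA of doxo-treated cells (3 arrays), which the methods describe as biological replicates. In the comparison with IgG, 58.2% to 63.5% of the probes were well above background in the HuR channel and 3.94% to 5.89% in the IgG channel. In the comparison with cytoplasmic RNA, 57.4% to 62.0% of the probes were well above background in the HuR channel and 58.3% to 62.2% in the cytoplasmic channel. The authors deposited processed intensities, background-subtracted and dye-normalized within each array. From these, a log2 ratio was formed on each array, after a shift of each channel to its 75th percentile for the cytoplasmic comparison and with no further scaling for the IgG comparison, as the methods state. The ratios were tested against 0 with limma, and a gene, read from its brightest probe, was called at an adjusted p under 0.05 and a fold over 2, for the IgG comparison in the positive direction only, as the methods state. The sample labels place HuR in Cy5, whereas the folds of Table S1 are reached only with HuR in Cy3. The study's direction is used for both RIP comparisons, and with the dyes as labelled every gene given as higher would be lower and the reverse. Each comparison lies on a slide of its own, so slide and comparison cannot be told apart.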

To explore the HuR response to doxo in terms of HuR targets, we employed a RIP-chip assay to identify which mRNAs bind to HuR following doxo treatment. 

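Against the IgG immunoprecipitate, 7340 of 12995 genes tested were higher in the HuR immunoprecipitate (limma, 4 arrays). At the same thresholds 538 genes were lower, 251 of them with the IgG channel well above background on every array. The highest measured ratios were those of MAL2, PGAM1, FKBP3, ATP5PB, LCMT1, UBE2Z, CCNQ and ZNF217, for none of which the IgG channel was well above background on any array, so their rank is not determined. In processed signal MAL2, a membrane protein of apical transport, was at least 12.7-fold higher (log2 ratio 3.67 ± 0.25, SD, n = 4 arrays), and PGAM1, a glycolytic enzyme, at least 11.5-fold higher (log2 ratio 3.53 ± 0.29). Among genes of estrogen response 17 of 24 were higher, and of immediate early genes 21 of 32 and 1 was lower (the same counts when adjusted over the list alone). Neither list passed camera (adjusted p = 0.553 and 0.854 with a preset correlation). Cytosolic ribosomal protein genes had a median log2 ratio of 0.53 and oxidative phosphorylation genes of 1.12, against 1.21 for all genes. Both lists lay below the other genes by camera with a preset correlation (adjusted p = 0.0312 for each), with adjusted p = 0.690 and adjusted p = 0.969 with an estimated correlation. With normexp and no loess both lists lay above the other genes, with medians of 10.48 and 8.37. The oxidative phosphorylation list also missed the threshold without array 1 (adjusted p = 0.116), array 2 (0.0549) or array 4 (0.110). The IgG channel was not well above background on any array for 7224 of the 7340 called genes. For 6873 of them a lower bound can be given, over 2 for 5525 genes, and for the other 351 none. The bound is the mean HuR signal over a mean floor. That floor is, per array, the higher of the probe's own IgG signal and the lowest signal well above background. It holds for processed signals only, since linear dye normalization multiplied the IgG channel by 88.0 to 108 and the HuR channel by 0.202 to 0.310. Spike-in controls in the IgG channel were at most 1.20 times the negative controls, so no bound on the amount of RNA follows. With a 75th percentile shift, which moved the median of all genes from 1.21 to -0.13, 983 genes were higher and 2240 lower, with normexp and loess 0 and 197 (2689 genes at an unadjusted p under 0.05 in either direction), and among the 628 genes with both channels well above background on every array 32 and 248, with a median of -0.68.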

After immunoprecipitation and hybridization on Agilent arrays, through a fold enrichment threshold, we filtered those mRNA species specifically bound to HuR. We identified mRNAs corresponding to 822 HGNC annotated genes (721 genes with an annotated 3'UTR, Additional file 2: Table S1) that are bound to HuR and proportionally enriched in the coimmunoprecipitated material. 

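Higher in both RIP comparisons were 1144 of the 12579 genes tested in both. ZNF genes, which encode zinc finger proteins, made up 13.0% of them. Over IgG, 222 of 377 ZNF genes were higher and 13 lower, where 7340 of all 12995 genes tested were higher. Their median log2 ratio over IgG was 1.17, against 1.21 for all genes. The ZNF list did not pass camera over IgG (adjusted p = 0.541 with a preset correlation). Against cytoplasmic RNA, 1749 of 13275 genes were higher and 1399 lower in the HuR immunoprecipitate (limma, 3 arrays). Of 378 ZNF genes tested against cytoplasmic RNA, 236 were higher and 6 lower (246 and 8 when adjusted over the list alone), with a median log2 ratio of 1.80. Of 33 immediate early genes, 27 were higher and none lower (28 higher when adjusted over the list alone), with a median of 2.48. The ZNF and immediate early lists lay above the other genes by camera (adjusted p = 1.07e-24 and 5.96e-15 with a preset correlation), with adjusted p = 0.172 and adjusted p = 0.320 with an estimated correlation. Some of the ZNF genes and some immediate early genes (MYC, KLF10 and EGR3) stand high in the study's own table, so neither list is independent evidence. Independent lists of these sizes would share 1019 genes, and both comparisons have a HuR immunoprecipitate as numerator. Of the 1144 genes, each read from its brightest probe, 632 are in Table S1. Of the 721 genes of Table S1, read instead from the probes given there, 720 were called in both comparisons. They had a median log2 ratio of 1.88 over cytoplasmic RNA and 1.64 over IgG. The study chose them on these arrays. Without the third array of the cytoplasmic comparison no gene was called there by limma (3170 at an unadjusted p under 0.05), and the count of genes higher in both was 0. It was 118 by the methods' t-test and 0 with normexp and loess, 119 with a 75th percentile shift of HuR against IgG (136 for independent lists), with 4.20% ZNF genes and 69 of the Table S1 genes called in both, 470 with all 11 arrays in 1 fit (506 for independent lists), with 320 of the Table S1 genes, and 1 with both channels of the IgG comparison well above background on every array (1.53 for independent lists). Centring each array on its median turned the split in the cytoplasmic comparison to 1312 higher and 2419 lower, and moved the median of all genes from 0.0021 to -0.27.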

To evaluate the reliability of our procedure of mRNA enrichment, we submitted the 721 HuR-bound gene list to analysis of functional motifs on the 3'UTR. Since HuR is known to bind to AREs, we expected to find a strong overrepresentation of ARE consensus binding in the 3'UTRs of these genes. 

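In Table S1, 190 of the 721 HuR-bound genes (26.4%) carry at least 1 ARE in the 3'UTR, as counted there with Transterm. NFKBIA, an inhibitor of NF-kB, is one of them, and its mRNA was 18.0-fold higher in the HuR immunoprecipitate than in cytoplasmic RNA (log2 ratio 4.17 ± 0.15, SD, n = 3 arrays), though not called without the third array or with all 11 arrays in 1 fit. MYC, KLF10 and ZNF184 are listed there with none. The ARE genes had a median log2 ratio over cytoplasmic RNA of 1.96 and the other genes of 1.85. Their means differed by 0.06 (two-sided permutation test, p = 0.415, adjusted p = 0.415 over 2 tests), a difference that did not hold up against the spread between genes. With each gene read as the mean of its probes the difference was -0.025. No 3'UTR sequences were used here, so the share of AREs among other genes was not computed.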

The enrichment of the ARE was high (28% ARE containing genes, p-value 10^-11^, Figure 5A) and the significance is maintained even when removing progressively genes with lower fold enrichment. The first 50 genes are maximally enriched in ARE (40% of ARE consensus, Table 2). 

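Of the 50 genes with the highest fold in Table S1, 18 (36.0%) carry an ARE, against 172 of the other 671 (25.6%). By Fisher's exact test (two-sided) the shares did not differ past the threshold (p = 0.133, adjusted p = 0.266 over 2 tests). This test compares HuR-bound genes with each other, whereas the paper used human genes with a 3'UTR as background. It therefore does not address the enrichment the paper reports. The paper gives 40% for its first 50 genes.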

From this list we chose three genes to confirm the result of the genome wide analysis by checking the associated amount on the immunoprecipitation product via semiquantitative PCR of c-fos [38], c-myc [39] and SOCS3. As shown in Figure 5B, all mRNAs confirmed their interaction with HuR after doxo administration.

**Figure 5:**
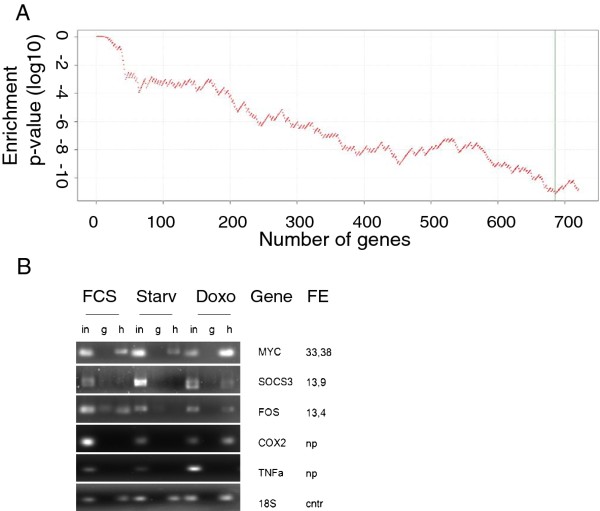
**A: Overepresentation analysis of ARE motif in 3'UTR of HuR bound mRNAs**. The occurrence of AU rich elements (ARE) was annotated on the 3'UTR of all human genes using Transterm. Enrichment analysis of ARE motifs was carried out with a modified Fisher test on the HuR bound genes against the human genome as background. The 721 genes showing significant and specific fold enrichment upon HuR RIP-Chip were sorted in descending order according to their fold enrichment value. For each n from 1 to 721, the first n genes were considered in the enrichment analysis and the corresponding enrichment p-value was calculated and shown in the figure, where the x-axis represents the number of considered genes n, while the y-axis represents the log10 enrichment p-value corresponding to n. The maximum enrichment significance is reached with n = 683, as marked in the figure by a green vertical line. **B: Experimental validation of RIP-Chip**. Semiquantitative RT-PCR on RIP samples immunoprecipitated with anti-HuR antibody (h), whole serum IgG as a negative control (g) and the immunoprecipitation input (in). RIP analysis was performed on MCF-7 cells grown in standard condition (FCS), starved for 24 h (starved) or treated with doxorubicin 10 μM after starvation. Primers to detect mRNAs that showed an high fold enrichment score (MYC, SOCS3, FOS) during RIP-Chip analysis were chosen to test the quality of the microarray read out. Primers to detect COX2 and TNFa are literature reported HuR binding mRNAs and the 18S is a loading and immunoprecipitation control.

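MYC mRNA, which encodes a transcription factor of cell growth, was 33.3-fold higher in the HuR immunoprecipitate than in cytoplasmic RNA (log2 ratio 5.06 ± 0.29, SD, n = 3 arrays). SOCS3, a suppressor of cytokine signalling, was 13.9-fold higher (log2 ratio 3.80 ± 0.72) and FOS, a subunit of the AP-1 transcription factor, 13.5-fold higher (log2 ratio 3.75 ± 0.35). All 3 were higher on 3 of 3 arrays, with adjusted p = 0.00484, 0.0055 and 0.00484 from limma. Over IgG, in processed signal, MYC was at least 6.27-fold, SOCS3 at least 3.38-fold and FOS at least 3.31-fold higher. These are bounds, since the IgG channel was not well above background on any of the 4 arrays. As the mean of its probes SOCS3 was 4.35-fold higher: a further SOCS3 probe had a log2 ratio over cytoplasmic RNA of 0.44 (adjusted p = 0.401 from limma), and a further MYC probe was not well above background in either channel. Without the third array of the cytoplasmic comparison none of the 3 genes was called over cytoplasmic RNA. The folds then were 30.0 for MYC, 12.3 for SOCS3 and 11.9 for FOS. By the methods' t-test as run here SOCS3 was not called, though the study lists it as enriched. Over IgG none of the 3 was called with normexp and loess, and SOCS3 and FOS were not with a 75th percentile shift. MYC and SOCS3 were not with all 11 arrays in 1 fit, and SOCS3 was not as the mean of its probes. The fit of all 11 arrays takes 1 spread per probe from the 3 comparisons. On the doxo arrays the SDs were 4.57, 3.59 and 2.13 for MYC, SOCS3 and FOS, against 0.36, 0.30 and 0.16 over IgG. A call lost in that fit therefore does not show a wide spread on the RIP arrays. PTGS2, which encodes COX2, was not well above background in either channel in either RIP comparison. TNF was well above background in the HuR channel on 3 of 4 arrays of the IgG comparison and on 0 of 3 of the cytoplasmic one, and was called in neither.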

**Table 2:** List of mRNAs bound to HuR

Gene symbol	HuR fold enrichment	AU-rich stability element (ARE)
**ZNF184**	39.636307	0
**C7orf38**	36.77381	0
**ZNF14**	36.34539	0
**MYC**	33.380974	0
**KLF10**	31.022799	0
**ZNF624**	30.735386	0
**KIAA1383**	27.78753	0
**WDR5B**	24.241896	0
**ZNF443**	24.03738	0
**ZNF606**	23.884226	0
**EGR3**	22.023645	0
**ZNF750**	21.599466	0
**ZBTB6**	21.308832	1
**ZNF367**	20.524889	2
**ZNF44**	18.437605	0
**ZNF658**	18.434893	0
**NFKBIA**	17.987656	1
**FEM1C**	17.382252	0
**FAM5B**	17.253944	1
**TRAF6**	17.018587	0
**ZNF319**	16.993372	0
**NUAK2**	16.958181	4
**ZNF564**	16.866674	0
**EXOC8**	16.58628	3
**HIST1H4B**	16.585716	0
**ZNF217**	16.54123	1
**ZBED5**	16.376629	0
**PNRC1**	16.23357	0
**THAP6**	16.157799	1
**PTGER4**	16.002222	0
**ZIC5**	15.810935	1
**TRIB1**	15.656507	0
**KIAA1586**	15.557861	0
**PLEKHF2**	14.738077	0
**ZNF643**	14.671463	0
**ZNF267**	14.121434	1
**EGR1**	13.995536	0
**ZNF709**	13.961123	1
**SOCS3**	13.905058	2
**TIPARP**	13.888878	4
**CDCA4**	13.859092	1
**FOS**	13.489109	2
**ZNF764**	13.478119	4
**PLK2**	13.028596	2
**DLC1**	12.873251	0
**ELF2**	12.868533	0
**ZNF773**	12.810777	0
**PPP1R3B**	12.796747	0
**SOCS6**	12.379617	1
**NRIP1**	12.327525	0

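Over cytoplasmic RNA, the mRNAs of ZNF184, FAM200A (listed by the study as C7orf38), ZNF14, MYC, KLF10, ZNF624, MAP10 (listed as KIAA1383) and MSL2 had the highest measured ratios. KLF10, a transcription factor induced by TGF-beta, was 31.0-fold higher (log2 ratio 4.95 ± 0.65, SD, n = 3 arrays). The cytoplasmic channel was not well above background on any array for ZNF14, at least 22.4-fold higher, FAM200A, at least 15.7-fold, MAP10, at least 14.0-fold, MSL2, at least 13.7-fold, ZNF624, at least 9.77-fold, WDR5B, at least 8.94-fold, and ZNF606, at least 6.17-fold, so their rank is not determined. For ZNF184 (log2 ratio 5.31 ± 1.48) and ZNF443 (4.59 ± 1.39) it was well above background on 1 of 3 arrays. The lowest measured log2 ratios belonged to TGFBI, an extracellular matrix protein (-3.94 ± 0.05), DHRS3, a retinaldehyde reductase (-3.87 ± 0.42), FOXN4, CEACAM3, CEACAM7, PLA2G10, C1S and TMC5. FOXN4, a transcription factor, was at least 3.28-fold lower, with the HuR channel not well above background on any array, and CEACAM3, C1S and TMC5 were well above it there on 1 of 3 arrays. Without the third array none of these genes was called, though each kept its sign. Leaving out 1 array at a time gave log2 ratios of 4.61 to 5.26 for KLF10 and -3.97 to -3.93 for TGFBI. By the methods' t-test MYC, ZNF624, TGFBI and PLA2G10 were called and the others were not.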

**List of mRNAs bound to HuR: **first 50 genes, ordered by fold enrichment, identified by RIP-Chip of HuR in the presence of doxorubicin.

These data indicate an involvement of HuR in the mechanism of apoptosis activation induced by doxo in our cellular model system that cannot be explained by the formation of the apoptogenic truncated form of HuR, and that instead HuR is bound to specific mRNAs and relocalizes on polysomes after doxo treatment.

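Of 27 pro-apoptotic genes tested against cytoplasmic RNA, 5 were higher in the HuR immunoprecipitate and 2 lower, the same counts when adjusted over the list alone. PMAIP1, which encodes the BH3-only protein NOXA, was 9.51-fold higher (log2 ratio 3.25 ± 0.23, SD, n = 3 arrays) and FADD, an adaptor of death receptors, 8.31-fold higher (3.05 ± 0.59), while BBC3, which encodes PUMA, was lower (-2.29 ± 1.20, but 0.62 as the mean of its probes), as was HRK (-2.15 ± 0.89). Of 13 anti-apoptotic genes 5 were higher and none lower (5 when adjusted over the list alone), among them MCL1 (2.42 ± 0.34) and BCL2 (1.83 ± 0.33). Of 29 p53 targets 11 were higher and 2 lower (12 and 2 when adjusted over the list alone), with PLK2 at 3.70 ± 0.34 and PPM1D, a phosphatase that counters p53 signalling, at 2.95 ± 0.16. Of 34 HuR targets taken from the literature 10 were higher and 1 lower (the same when adjusted over the list alone), with PTGER4 at 4.00 ± 0.52 and DUSP1 at 3.60 ± 0.08. CASP3 (0.75 ± 0.87, adjusted p = 0.172 from limma) and CASP7 (0.34 ± 0.27, adjusted p = 0.269) were not called. The anti-apoptotic, p53 and literature lists lay above the other genes by camera with a preset correlation (adjusted p = 0.0350, 0.00903 and 0.00756) and the pro-apoptotic list did not (adjusted p = 0.328). With an estimated correlation the first 3 had adjusted p = 0.320. MYC, FOS and PTGER4 of the literature list and PLK2 of the p53 list stand in Table 2. The study chose that table on these arrays, so neither list is independent evidence. Without the third array no single gene was called, and by the methods' t-test FADD, BBC3, HRK, BCL2, PLK2 and PTGER4 were not called. The paper concludes that HuR is bound to specific mRNAs after doxo and takes part in the activation of apoptosis.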

### HuR downregulation mediates doxorubicin drug resistance

Since HuR downregulation promotes a decrease of the apoptotic response induced by doxo and since rottlerin antagonizes doxo in inducing loss of viability, we wondered if HuR may be implicated in the onset of doxo resistance. We put MCF-7 cells under doxo selection by constantly increasing the drug concentration from 0 to 100 nM in a month time scale. We obtained a cell population, called MCF-7/doxoR, that showed approximately 250-fold resistance to doxo, compared to the wild type MCF-7 cells, as observed by the IC50 increase to approximately 10 μM (Table 1). Further confirmation of the acquired resistance phenotype came from the overexpression in MCF-7/doxoR of the ABCG2 transporter, a typical marker and known cause of doxo pharmacoresistance, while the permissivity to apoptosis was ascertained by caspase 7 expression (Figure 6A). We observed a strong downregulation of HuR as the cells adapted to the presence of doxo. Since we were working on populations, intrinsically subjected to variability, we repeated the procedure of doxo selection three times always obtaining the same clear HuR downregulation. Moreover, we put under selection other two breast cancer cell lines with different charachteristics from MCF-7 cells: MDA-MB-231, triple negative cells, and SK-BR-3, Her2 positive cells. We obtained a population of MDA-MB-231 cells resistant to doxo (MDA-MB-231/doxoR) but not a population of SK-BR-3 (SK-BR/NOdoxoR) according to the IC50 values measured (Table 1). Interestingly, we observed HuR downregulation in MDA-MB-231/doxoR but not in SK-BR-3/NOdoxoR (Figure 6B), suggesting that breast cancer cells downregulate HuR expression only when a deep genetic reprogramming towards pharmacoresistance is taking place and not as a consequence of the mere presence of doxo. Therefore, we investigated if HuR downregulation would have an impact on the levels of bound mRNAs and consequently on their corresponding proteins. We choose c-Myc and SOCS3, as HuR targets, and observed their decrease in concomitance to HuR reduction in MCF-7/doxoR (Figure 6A). Moreover HuR cellular localization was affected in MCF-7/doxoR since the protein was less readily distributed in the cytoplasm after doxo administration, indicating that alterations of the functionality of those pathways that trigger HuR translocation occurred within this cell line during the insurgence of pharmacoresistance (Figure 6C) while its expression level remained unchanged (Figure 6E). We also investigated the expression level of topoisomerase 2A (TOP2A), since its downregulation is a possible mechanism of doxo resistance [9] and since it has been very recently demonstrated that its mRNA is post-transcriptionally regulated by HuR [40]. Indeed, TOP2A protein levels were significantly decreased in MCF-7/DoxoR and MDA-MB-231/DoxoR cells with respect to wild type populations but not in SK-BR-3/NOdoxoR (Figure 6A). Although we did not find TOP2A mRNA in our HuR RIP-chip experiment, TOP2A dowregulation could be a consequence of HuR dowregulation and explain the loss of efficacy of doxo.

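TOP2A, which encodes the topoisomerase II alpha targeted by doxo, had a log2 ratio of 0.40 ± 1.39 (SD, n = 3 arrays) in the HuR immunoprecipitate over cytoplasmic RNA of MCF-7 cells treated with doxo, with 1.87, -0.90 and 0.22 on the single arrays, and was not called (adjusted p = 0.598 from limma). Without the first array it was -0.34. Over IgG, TOP2A was at least 4.19-fold higher in processed signal (log2 ratio 2.12 ± 0.26, n = 4 arrays, adjusted p = 0.000432 from limma) and was called. Since it was not called over cytoplasmic RNA, it is not among the genes higher in both comparisons. The IgG channel was not well above background on any array. With a 75th percentile shift its log2 ratio over IgG was 0.78, and with normexp and loess 0.098, neither of them called. Of 14 genes linked to doxo resistance, 5 were lower in the HuR immunoprecipitate than in cytoplasmic RNA and none was higher, the same counts when adjusted over the list alone. They include the transporter genes ABCG2 (-1.94 ± 0.09), ABCC1 (-1.60 ± 0.29), ABCC3 (-1.55 ± 0.28) and ABCC2 (-1.37 ± 0.32). None of these 4 was called without the third array or by the methods' t-test. Over cytoplasmic RNA the list as a whole did not pass camera (adjusted p = 0.228). Over IgG, 8 of the 14 genes were higher and none lower, where 7340 of all 12995 genes tested were higher (camera adjusted p = 0.854 for the list). ABCG2 was among them (log2 ratio 1.73 ± 1.11, adjusted p = 0.0182 from limma), a call lost in 2 of 4 fits without 1 array.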

**Figure 6:**
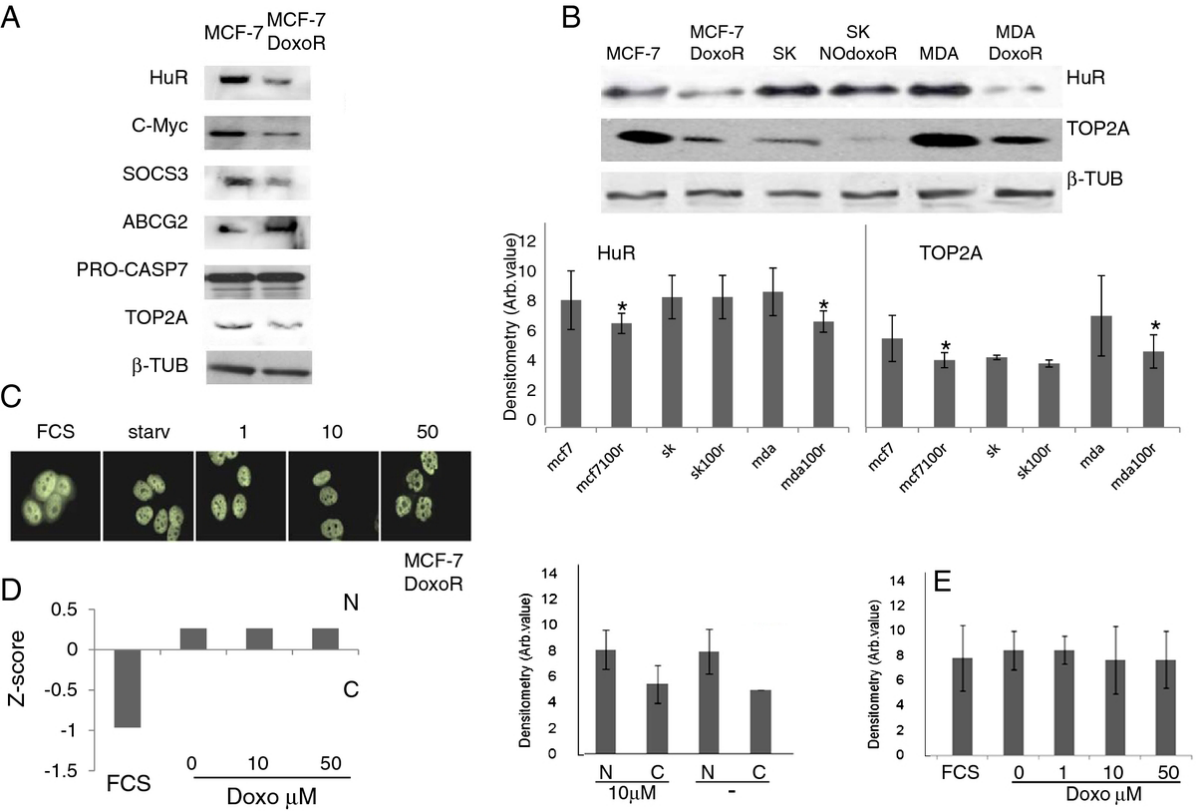
**A. Characterization of MCF-7/DoxoR cells**. Western blotting on whole cell lysates from parental (MCF-7) and doxorubicin resistant (MCF-7/DoxoR) MCF-7 cells. HuR, c-Myc, Socs3 and TOP2A are down regulated in the MCF-7/DoxoR cells in comparison with the parental, ABCG2 is up regulated. Caspase 7 expression level is not affected. Beta tubulin is the loading control. **B**. **Characterization of MDA-MB-231/DoxoR and SK/NOdoxoR cells**. Western blotting on whole cell lysates from parental (MDA-MB-231, SK) and doxo resistant (MDA/DoxoR) and doxo exposed (SK/NOdoxoR) cells. HuR and TOP2A are down regulated in the MDA-MB-231/DoxoR cells. Beta tubulin is the loading control. Protein quantification measured by densitometric analyses on three independent western blots. * p-value < 0.05 with respect to starved conditions. **C**. **HuR does not translocate from the nucleus to the cytosol after doxorubicin treatment in MCF-7/DoxoR cells**. Immunofluorescence (HuR in green, counterstaining DAPI in blue) on MCF-7 cells starved for 24 h and treated at increasing doxo concentration (from 1 to 50 μM) for 4 h. Quantification of HuR cytoplasmic translocation measured on immunofluorescence images by calculating the ratio of intensity signal in the nucleus and in the cytoplasm. **D**. An average of 300 cells for each experimental conditions were used. Z-score below zero indicates nuclear localization, above zero cytoplasmic localization. Quantification of HuR protein translocation after 10 μM doxo for 4 h measured by densitometric analyses on three independent western blots. **E**. Quantification of total HuR protein measured by densitometric analyses on three independent western blots. No change was observed neither in protein amount nor in protein translocation during doxo treatment.

In order to evaluate if HuR loss caused the acquired resistance to doxo, we reconstituted HuR expression in the drug-resistant population. Doxo-induced apoptosis, measured by the appearance of the caspase 7, was rescued after 24 h of HuR transfection and in concomitance with HuR overexpression (Figure 7A, B). Finally, to demonstrate the importance of HuR in the acquisition of the resistant phenotype, we measured the toxicity effect of doxo in MCF-7/doxoR transfected with HuR. As can be observed in Figure 7C the dose-response curve of the transfected cells nearly overlaps with the curve obtained with the wild type cells, demonstrating the full reconstitution of the toxic effect of doxo.

**Figure 7:**
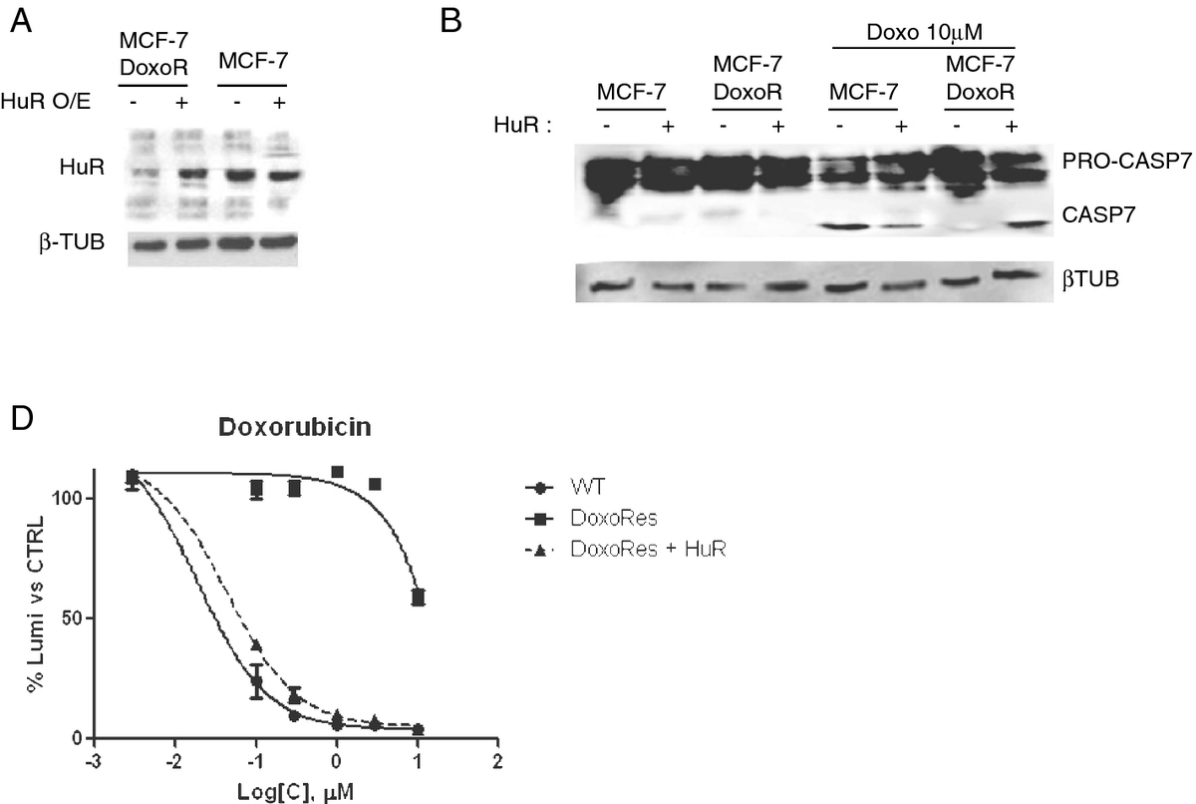
**A: Transfection with HuR overexpressing plasmid**. Western blotting on whole cell lysates from parental (MCF-7) and doxorubicin resistant MCF-7 (MCF-7/DoxorR) cells, mock transfected, to detect the HuR expression level also in the presence (+) of HuR overexpressing plasmid. Beta tubulin was used as loading control. **B. Caspase 7 activation in MCF-7/DoxoR**. Western blotting on whole cell lysates from parental (MCF-7) and doxorubicin resistant MCF-7 (MCF-7/DoxorR), mock transfected, to detect caspase 7 activation in the presence of doxo **C. HuR revert MCF-7 doxorubicin resistance**. Sigmoidal inhibition curves of MCF-7 wild type (WT), doxorubicin-resistant (MCF-7/DoxoR), and MCF-7/DoxoR trasfected with a plasmid containing the coding sequence of HuR (MCF-7/DoxoR + HuR). Cells were exposed to different concentration of doxorubicin for 24 h before being assayed. As demonstrated by the dashed line, the doxo toxic effect on HuR transiently transfected-DoxoRes cells was similar to the one exerted on MCF-7.

Therefore, downregulation of HuR levels and decreased activitation of HuR translocation not only is associated to the acquisition of resistance to doxo but the maintenance of this phenotype is also dependent on the presence of the protein.

## Discussion

In this study we investigated the role of the protein HuR during the cellular response to the chemotherapeutic agent doxo, demonstrating its involvement in doxo-induced apoptosis and in the onset of *in vitro *resistance to this drug in breast cancer cells. We showed that HuR plays a role in modulating gene expression of MCF-7 cells exposed to doxo in a manner similar to what is observed after exposure to other DNA damaging agents [41]. Doxo disrupts the HuR localization equilibrium and thus increases the cytoplasmic concentration of HuR (Figure 1). Indeed, we observed an almost two fold increase in relocalization to the cytoplasm without a relevant change in the overall total protein amount. During HuR relocalization, HuR binds to ARE containing mRNAs (Figure 5B). HuR has been proposed to be an anti-apoptotic protein due to its ability to bind and prolong the stability of anti-apototic genes such as BCL-2 and MCL-1 [32]. On the other side, a direct role for HuR in the molecular processes of apoptosis was first demonstrated by Gallouzi et al. [21] where they showed that, in HeLa cells exposed to staurosporine, the down-regulation of HuR delays apoptosis. In this case, HuR plays an active role in the process, mediated by caspase 3 and 7 cleaving of cytosolic HuR that, after being truncated, helps to promote cell death by binding to pp32. Therefore, HuR probably plays a double role in apoptosis, including an indirect role by positively controlling gene expression of apoptotic genes and a direct role by helping, at the molecular level, the apoptotic machinery to proceed. In our study we demonstrated that in MCF-7 cells HuR is necessary to allow the apoptotic response induced by doxo. When we silenced this gene the response decreased (Figure 2A), but the truncated form of HuR did not appear to be involved in this mechanism since we observed only very low levels of the truncated form after doxo administration (Figure 4A). Therefore, in order to elucidate the role of HuR in regulating apoptosis or pro-survival we used a drug, rottlerin, known to block HuR phosphorylation. This drug was originally identified as a PKCδ inhibitor [42] but, later on, its mechanism of action was correlated to its mitochondrial uncoupler activity [43]. Recently, it has been observed to impair the ability of PKCδ to phosphorylate the Ser318 residue of HuR in colon cancer cells [44]. We observed that rottlerin was able to inhibit also HuR translocation after doxo treatment (Figure 4B). Rottlerin elicited a strong toxic effect on MCF-7 cells without inducing apoptosis. The HuR protein has been described as involved in tumor aggressiveness [45], cancer ethiology [19] and proposed as a potential drug target [46,47] in cancer but, when we coadministered rottlerin and doxo, we observed an antagonistic effect of the two drugs on cell viability. This observation reveals that the two drugs have opposite effects at the molecular level on cellular pathways and is consistent with the opposite effects that the two drugs exert on HuR. Doxorubicin induces apoptosis according to the presence of HuR and accumulated HuR in the cytoplasm, while rottlerin maintained HuR in the nucleus and had a low impact in inducing apoptosis. The observation that HuR is downregulated at the protein level in resistant populations as MCF-7/doxoR and MDA-MB-231/DoxoR but not in cells that did not acquire pharmacoresistance, although exposed to same doses of doxo, as (SK-BR-3/NOdoxoR) cells is in line with its key activity in doxo-induced cytotoxicity. Cells resistant to doxo-induced apoptosis activate the expression of drug extrusion channels, of which we verified ABCG2 as being the major mechanism of drug resistance mediated by the overexpression of detoxifying channels as ABCG2 or ABCB1 [5,6] while the involvement in the process of post-transcriptional regulators, such as HuR, is not widely explored. The activity of HuR has been correlated as a proactive factor in the onset of drug resistance in glioma [48] and against UVR [49]. Moreover in MCF-7 cells cytoplasmic HuR was proposed as a key mediator of tamoxifen resistance, due to its ability to stabilize mRNAs that encode proteins responsible for the activation of the MAPK pathway [50]. Conversely, pancreatic cancer cells overexpressing HuR are more sensitive to gemcitabine compared to control cells [51] due to a stabilization of the deoxycytidine kinase (dCK) mRNA, encoding the enzyme that metabolizes and thereby activates gemcitabine. Very recently Srikantan et al. [40] demonstrated that HuR stabilizes TOP2A mRNA and competes with the microRNA miR-548c-3p, being their combined action a way of controlling TOP2A expression levels and determining the effectiveness of doxo. In our case, we have clear indications that, in the absence of HuR, doxo cannot elicit apoptosis both in MCF-7 wild type cells and in the corresponding doxo-resistant cells. In our MCF-7 and MDA-MB-231 doxo-resistant cells the resistance mechanism could lay on the post-transcriptional regulation of TOP2A, although we did not find TOP2A messenger bound to HuR or downregulated, in the microarray experiment, at the cytoplasmic level. 

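TOP2A mRNA in MCF-7 cytoplasm had log2 ratios of Cy5, labelled as doxo, over Cy3, labelled as untreated, of 2.01, -0.85, 0.04 and -2.41 on the 4 arrays (mean -0.30 ± 1.84, SD, adjusted p = 0.872 from limma). The direction of these ratios is not settled. Array 4 ran against array 1 across all probes, and on the RIP arrays the study's folds need the dyes opposite to the labels. With the dyes reversed the sign of each ratio turns. Without array 4 it was 0.40, and with array 4 turned 0.90, and it was not called under either. Of 23 cell cycle genes of G2/M, the list that holds TOP2A, none was called by limma (none when adjusted over the list alone), with a median of 0.13, while camera placed the list below the other genes, not past the threshold (adjusted p = 0.323). Without array 1 the median was -0.39, with adjusted p = 0.0318 with a preset correlation and adjusted p = 0.962 with an estimated correlation. ABCG2 had a mean of 0.04 ± 0.18. For ELAVL1, which encodes HuR, the probes disagreed: the brightest had a mean of -0.07 ± 0.32, another -1.05, below 0 on 4 of 4 arrays (adjusted p = 0.268 from limma), and a further one 0.60, above 0 on 4 of 4 arrays (adjusted p = 0.399). ABCB1 was not well above background in either channel.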

As support to this hypothesis we also found a slower HuR cytoplasmic translocation after doxo administration in MCF-7/DoxoR cells, suggesting that, not only HuR expression level but also the mechanisms activating HuR translocation are altered in resistant cells. The perfect reversion of doxo resistance by HuR re-expression in the experiment of genetic rescue, notwithstanding the permanence of ABCG2 transporter upregulation, further demonstrates the key role exerted by this protein to mediate efficacy of doxorubicin.

## Conclusions

HuR has been correlated in many studies with increased malignancy of tumors, but in this case its expression is a clear indication of the efficacy of doxo treatment. In line with this observation, its downregulation in resistant cells is a determinant of this resistance and therefore its downregulation in cancers treated with doxo could be a marker of pharmacoresistance. In conclusion, although our study was conducted *in vitro *and its generality *in vivo *must be demonstrated, we can suggest taking particular care in the interpretation of HuR expression levels and cell localization in cancer, since its downregulation could be expected to be an indicator of bad prognosis in tumors treated with doxo.

## Methods

### Cell lines

MCF-7, MDA-MB-231, SK-BR-3 breast cancer cell lines where were cultured in complete DMEM (Lonza) supplemented with 10% fetal calf serum (FCS- Lonza), 2 mM L-glutamine, 100 U/ml penicillin, 100 μg/ml streptomycin (Lonza), or OptiMem (Lonza). Doxorubicin resistant cells were derived from the parental cell line by continuously exposing cells to increasing doxorubicin concentration. Doxorubicin was removed from medium 3 days before any experiments were run.

### Chemicals and antibodies

Doxorubicin hydrochloride D1515 Sigma, Anti-HuR sc-71290 santa cruz, Anti-myc 06-340, Millipore normal mouse total serum IgG sc-2025 santa cruz, Anti-c-myc sc 40 santa cruz, anti-SOCS3 sc7009 santa cruz, anti-Caspase 7 sc 56067 santa cruz, anti-beta-tubulin sc 55529 santa cruz, anti-ABCG2 MAB995 R&D, anti-LDH L7016 Sigma, Caspase Glo 3/7 codice prodotto: G8091 Promega, anti-H3 ab1791 Abcam, TransIT-LT1 Transfection Reagent MIR2300 Mirus, HuR siRNA HuR siRNA (h): sc-35619 santa cruz, c-Myc siRNA c-Myc siRNA (h): sc-29226 santa cruz, scrambled control Control siRNA-A sc-37007 santa cruz, anti-active caspase 3 ab13847 Abcam

### Apoptosis assays

MCF-7 or MCF-7/DoxoR cells were seeded in 96-well plates (Corning, Lowell, MA) at a density of 10000 cells/well. The following day, the test drug was added and the cells were exposed to it for 4 h before being assayed using a luminescence-based apoptosis kit (Caspase-Glo^® ^3/7 Assay, Promega, Madison, WI). Statistical analysis was performed using *T*-test algorithm in Xcel (Microsoft) software.

### Plasmid preparation

HuR CDS was PCR amplified from cDNA and blunt inserted in pENTR vector (Gateway system, Invitrogen) using pENTR/SD/D-TOPO cloning system. HuR CDS was then recombined into pT-Rex-DEST30 destination vector for expression in mammalian cells. The cloning procedure was made according to manufacturer instructions. Oligos used for PCR amplification were: Hur-entr-FOR CACC ATGTCTAATGGTTATG AAG ACC AC, Hur-entr-REV TCA TTA TTT GTG GGA CTT GTT GGT TTT G. CDS sequence and orientation into plasmids were verified by sequencing.

### Toxicity assays

MCF-7 or MCF-7/DoxoR cells were seeded in 96-well plates (Corning, Lowell, MA) at a density of 10000 cells/well. The following day, the test drug was added and the cells were exposed to it for 24 h before being assayed using a luminescence-based viability kit (CellTiter-Glo^®^, Promega, Madison, WI). The data were analyzed with GraphPad Prism 5.0 (GraphPad, San Diego, CA) software. The IC50 was determined by fitting the data point with the sigmoidal curve and calculating the dose necessary to achieve half of the maximum effect. The combination index was measured using Mixlow software (version 1.0.0) using dose response curves obtained by mixing Rottlerin and doxo at a fixed ratio of 10:1.

### Immunofluorescence

Cells were plated on acid-washed glass coverslips on plates and maintained in the appropriate culture medium and experimental conditions. In brief, cells were fixed in PHEM buffer (36.8 g/l PIPES, 13 g/l HEPES, 7.6 g/l EGTA, 1.99 g/l MgSO4, titrated to pH 7.0 with KOH) plus 3.7%paraformaldehyde (PFA) for 15 min at room temperature. Cells were then treated for 5 min with HEPES-based permeabilization buffer (300 mM sucrose, 0.2% Triton X-100) and then for 15 min with blocking buffer (3% Bovine Serum Albumin in PBS). Primary antibodies and secondary fluorophore conjugated (Alexa 488) antibodies were diluted in PBS + BSA 0.2%. DAPI (1.5 μg/ml) in PBS + BSA 0.2% was used as counterstaining. Nikon A1R Confocal Laser Microscope, exitation:488 nm and 405 nm 60× APO Oil objective was used for imaging. Cells for fluorescence quantification of the nucleus-cytosol translocation were imaged using an Zeiss 40× LD Plan-*Neofluar 40x*/0.60 on a Zeiss Axio observer Z1, excitation 360/40 or 490/20. Images were processed by Columbus Software (Perkin Elmer) and nucleus-cytosol translocation was expressed in z-score (z = x-μ/δwere μ and δ are respectively the mean and the standard deviation of the whole population of signals and x is the mean the single experimental point) of the ratio: nucleus florescence/cytosol fluorescence, analyzing 300 cells for each experimental point.

### 2D gel electrophoresis

About 250-400 μg of protein from total extracts were added to 180 μl rehydration buffer (8 M urea, 2% CHAPS, 20 mM dithioerythritol, 0.8% IPG buffer, carrier ampholytes pH 6-11 Linear). Samples were applied onto ceramic strip holders (GE) connecting two electrodes, in contact with polyacrylamide gel strips (immobiline dry strips GE ph 6-11 7 cm 17-6001-94). Isoelectrofocusing (IEF) was performed on IPGphor (GE) with 2 different protocols according to the manufacturer recommendations. Second dimension electrophoresis was performed using a Protean II apparatus (Bio-Rad). Strips were soaked first in Equilibration buffer (EB: 6 M urea, 3% SDS, 375 mM Tris pH 8.6, 30% glycerol, 2% DTE), then in EB containing 3% iodoacetamide (IAA) and traces of bromophenol blue (BBP). Subsequently, strips were applied onto 10%-12% PA gels and western blotted.

### RNA immuneprecipitation (RIP)

12 × 10^6 ^MCF-7 cells cultured in the different experimental conditions were syringed by an U-100 insulin needle in 500 ul lyses NT2 buffer (50 mM tirs-HCl pH7.7, 150 mM NaCl, 1 mM MgCl2; 0.05%NP40, 1 U/ul RNase IN, 20 mM DTT, 1% BSA, Protease inhibitor cocktail manufacturer's recommended) chilled at 4°C. Lysate was centrifuged at 10000 g for 10 min then the supernatant was pre-cleared by interaction with protein-A-coated agarose beads (equilibrated in NT2 buffer) for an overnight at 4°C in constant shaking (100 ul slurry beads/500 ul lysate). 150 ul of the pre-cleared lysate were put to interact with protein A coated agarose beads anti-HuR antibody (or control IgG) conjugated for 6 h at 4°C then washed twice in NT2 buffer. 20 ul Protein-A-coated slurry agarose beads were conjugated with 4 ug antibody at room temperature for 2 h, washed and equilibrated in NT2 lysis buffer before use. RNA was isolated from the different samples (immunoprecipitated anti-HuR, IgG and precleared input) by TriZol as manufacturer's recommended, retrotranscribed into cDNA by MBI-Fermentas kit and used as template for PCR analysis. Primers used are FOS F:ATGAGCCTTCCTCTGACTCG, R:ACGCACAGATAAGGTCCTCC. MYC F:GCCACGTCTCCACACATCAG, R:TGGTGCATTTTCGGTTGTTG. SOCS3 F:TATTAGGAGATGCTTGAAGAA, R:ATAGTGCTCTTTATTATAAAT.18S, F:TACCTGGTTGATCCTGCCAGTAGCATA, R:AGGAACCATAACTGATTTAATGAGCCAT, TNF:F, AAGCATGATCCGGGACGTGGAGCTGGCCGA, R:TCTGGGGGCCGATCACTCCAAAGTGCAGCA, COX2F:GTGCGCGGTCCTGGCGCTCAGCCATACAGC, R:AAGGCTTCCCAGCTTTTGTAGCCATAGTCA

### Microarray data analysis

RIP samples and cytosolic RNA samples were labeled using a Quick Amp dual Colour 5190-0444 and hybridized on a Gene expression All Human Genome (4 × 44 K) oligo microarray kit Aglient Thecnology G4112F. Hybridized microarray slides were scanned with an Agilent DNA Microarray Scanner (G2505C, Agilent Technologies, Santa Clara, CA) at 5 micron resolution with the manufacturer's software (Agilent ScanControl 8.1.3). The scanned TIFF images were analyzed numerically using the Agilent Feature Extraction Software version 10.7.7.1 according to the Agilent standard protocol GE1_107_Sep09. Following analyses were carried with GeneSpring GX 9 software. All microarray data are available through the Gene Expression Omnibus database http://www.ncbi.nlm.nih.gov/geo/ using the accession number GSE33055.

#### Comparison between cytoplasmic RNA samples of control MCF7 cells with doxorubicin treated cells

Experiments were conducted in biological quadruplicate. 

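Cytoplasmic RNA of MCF-7 cells treated with doxo at 10 μM for 4 h after 24 h of starvation was hybridized against cytoplasmic RNA of starved cells on 4 arrays, with 57.8% to 65.8% of the probes well above background in Cy5 and 40.2% to 61.9% in Cy3. MYC had log2 ratios of Cy5 over Cy3 of 5.14, 4.19, 4.49 and -4.50 on arrays 1 to 4, and SOCS3 of 4.12, 4.27, 3.71 and -3.14. Immediate early genes had medians of 1.93, 2.18, 2.15 and -1.49, and ZNF genes of 1.28, 0.91, 1.26 and -1.43. Array 4 correlated with arrays 1 to 3 across probes at r = -0.40, -0.14 and -0.27, while arrays 1 to 3 correlated with each other at 0.45 to 0.78. The labels give all 4 arrays the same dyes, though array 4 ran against the others. On the RIP arrays the folds of Table S1 are reached only with the dyes opposite to the labels, and the study's direction was used there. The ratios here are given as labelled. The direction of this comparison is therefore not settled, on arrays 1 to 3 as well, and each sign can be turned. No gene of 13490 was called by limma over the 4 arrays, with 2001 at an unadjusted p under 0.05. The methods' t-test called 69 after Benjamini-Hochberg adjustment, and 248 with the filter on the coefficient of variation. By limma that filter gave 382 genes of the 9468 it left, and a fit of all 11 arrays 816. The filter selects on the spread between arrays that the test itself estimates, and the adjusted p does not account for that choice. The fit of all 11 arrays takes the spread of a probe from the RIP arrays as well. Without array 4, 2419 genes were called, and with array 4 turned 988. By camera with a preset correlation the immediate early genes (adjusted p = 2.13e-05) and the ZNF genes (adjusted p = 0.00400) were on the side of Cy5, with adjusted p = 0.823 for both with an estimated correlation. The ZNF list missed the threshold with the preset correlation without array 1 (adjusted p = 0.0756), array 2 (0.175) or array 3 (0.359).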

Microarray signals were log2 transformed, normalized using 75th percentile-shift and baseline transformed to the median of all samples. Probes flagged as absent in all samples were removed. Probes with high coefficient of variation (> 50%) between replicas of the same condition were removed. Differentially expressed genes were detected applying a significance threshold on *t*-test unequal variance (Benjamini-Hochberg corrected p-value < 0.05) and a fold change threshold (absolute fold change > 2).

#### Comparison between HuR RIP samples and IgG RIP samples of doxorubicin treated cells

Experiments were conducted in biological quadruplicate. Microarray signals were log2 transformed. Normalization and baseline transformation were not applied. Probes flagged as absent in all samples were removed. Probes with high coefficient of variation (> 50%) between replicas of the same condition were removed. Differentially expressed genes (specifically bound by HuR) were detected applying a significance threshold on *t*-test unequal variance (Benjamini-Hochberg corrected p-value < 0.05) and a fold change threshold (positive fold change > 2).

#### Comparison between HuR RIP samples and cytoplasmic RNA samples of doxorubicin treated MCF7 cells

Experiments were conducted in biological triplicate. Microarray signals were log2 transformed, normalized using 75th percentile-shift and baseline transformed to the median of all samples. Probes flagged as absent in all samples were removed. Probes with high coefficient of variation (> 50%) between replicas of the same condition were removed. Differentially expressed genes were detected applying a significance threshold on *t*-test unequal variance (Benjamini-Hochberg corrected p-value < 0.05) and a fold enrichment threshold (absolute fold change > 2).

#### Ontological enrichment analysis

The DAVID [52] resource was used for gene-annotation enrichment analysis of DEG lists with categories from the following resources: PIR http://pir.georgetown.edu/, Gene Ontology http://www.geneontology.org, KEGG http://www.genome.jp/kegg/ and Biocarta http://www.biocarta.com/default.aspx pathway databases, PFAM http://pfam.sanger.ac.uk/ and COG http://www.ncbi.nlm.nih.gov/COG/ databases. The significance of overrepresentation was determined at a false discovery rate of 5% with Benjamini multiple testing correction.

#### Analysis of 3' UTRs

Human 3' UTR sequences of human genes represented on the Agilent array were downloaded from the UCSC genome browser http://genome.ucsc.edu/, assembly GRC37/hg19. For each HGNC gene a single 3' UTR sequence was determined as the longest among all the gene transcript variants. AU rich elements were mapped to 3'UTR sequences using the Transterm ARE pattern "UAUUUAUWW" [53]http://uther.otago.ac.nz/. Motif enrichment analyses were implemented in R: motif enrichment was assessed calculating the EASE Score [54], a modified Fisher Exact P-Value introduced by DAVID developers http://david.abcc.ncifcrf.gov/home.jsp. In all enrichment analyses, the 14678 human genes with 3' UTR longer than 9 nucleotides were used as background set.

No ethics committee approval has been requested as the research has been entirely performed with commercial cell lines.

## Abbreviations

3'UTR: 3' UnTraslated region; ARE: AU rich element; BP: Biological process; DEGs: Differentially expressed genes; Doxorubicin: Doxo; HCS: High content screening; IgG: Immunoglobulin type G; GO: Gene ontology; KI: Kinase inhibitor; MDR: MultiDrug resistance; PCR: Polymerase chain reaction; RBP: RNA binding protein; RIP: RibonucleoProtein immunoprecipitation; UVR: Ultraviolet radiation.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

EL generated the breast cancer DoxoR cell lines and carried out the immunofluorescence, RIP-Chip, cell fractionation, western blotting, silencing and caspase activation experiments, and performed the cell toxicity and combination drug synergy experiments. TT carried out the RIP-Chip and GE microarray data analysis. GV participated together with EL in the polysomal HuR translocation experiment and discussed data. AMS performed the cell toxicity and combination drug synergy test. EL discussed the experiments and drafted the manuscript. AQ discussed the experiments and participated in critically revising the manuscript. AP conceived study, designed the experiments, supervised the work and wrote the manuscript. All authors read and approved the manuscript.

## Supplementary Material

Additional file 1 **Figure S1**. Doxorubicin induced apoptosis. Annexin-V FACS assay on MCF-7 cells treated with different doxorubicin (doxo) concentration for 18 h or not (untreated). The upper left dot plot indicates which area is occupied by necrotic, apoptotic or living cells respectively. Freeze and tow (F&T) sample was used as necrosis positive control and cycloexamide 10 μM (CXM) was used as apoptosis positive control. Click here for file

Additional file 2 **Table S1**. List of mRNAs bound to HuR in the presence of doxorubicin. The complete list of mRNAs precipitated with HuR during RIP-Chip. Probe indicates the Agilent reference number, gene symbol is the HGNC symbol, HuR fold enrichment is the fold enrichment of mRNA bound to HuR in comparison to cytoplasmic amount, AU-rich stability element is how many AREs are present in the 3'UTR of the mRNA according to TRANSTERM, description is gene annotation. 

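The fold of Table S1 was recomputed from the same probes of the 3 arrays of HuR against cytoplasmic RNA. Across the 721 probes its log2 correlated with the value computed here at Pearson r = 1.00 and Spearman rho = 1.00, and genes are not independent replicates. For MYC the paper's fold is 33.4 and the value computed here 33.3. ZNF184, which heads the table, had a cytoplasmic signal well above background on 1 of the 3 arrays.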

Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

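RNA of MCF-7 cells was measured on 11 dual-colour Agilent arrays: doxo against untreated cytoplasm (4 arrays), HuR against IgG immunoprecipitate (4) and HuR immunoprecipitate against doxo cytoplasm (3). Groups and replicate numbers come from the sample labels and the methods, and nothing in the sources used here says whether the 3 comparisons share RNA extracts. The number of arrays limits the precision.

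The intensity values were deposited by the authors as Agilent Feature Extraction output, background-subtracted and dye-normalized within each array. The file headers name another release and the dual-colour protocol, whereas the methods and the submitters' processing notes name release 10.7.7.1 and the methods a single-colour protocol. The log10 ratio deposited by the authors in the same files is Cy5 over Cy3. The log2 value table deposited by the authors was set against it: it is Cy3 over Cy5 with no centring (slope 1.00 on every array), so none of its scale, centring and direction in dyes stays unknown, while which sample each dye holds is not settled by the labels. Its medians were 0.34, 0.03, 0.08 and 0.10 for doxo against untreated, 0.45, 0.36, 0.40 and 0.34 for HuR against IgG, and 0.23, 0.26 and 0.25 for HuR against cytoplasm.

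Of 41000 probes, 25393 were named through their accession in a RefSeq gene table of assembly GRCh38.p14, 44 through Table S1 alone, and 15563 stayed unnamed, which gave 17253 genes. The arrays' own annotation uses another build, so no coordinates are given. Spots of one probe were averaged, control spots and outlier spots left out and saturated spots kept. A gene is its brightest probe, except Table S1 genes beside the paper's fold. Probes well above background in 1 channel of 1 array and measured on 2 arrays were tested.

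log2 ratios within each array were tested against 0 with limma 3.58.1 in R 4.3.3, each comparison by itself, with Benjamini-Hochberg adjustment. The 2 channels of an array are a pair, so the ratio carries the block. Tested on simulated data with 200 changed probes, the fit and thresholds, on the 26810 probes tested for HuR against IgG, recovered 50.0% of probes changed by 1.5 and 67.0% of those changed by 2.5 (log2), and 0% of either on the 27656 probes tested for HuR against cytoplasm and the 28634 for doxo against untreated. Without the filter on dim probes, and with a 75th percentile shift throughout, they recovered 57.0% and 67.0% on 40961 probes, 1.00% and 25.0% on 40975 and 0% and 0% on 40943. In the simulation only 200 probes were changed, and the spread of each was drawn from all probes. With the real data the same fit called 3269 probes higher and 3159 lower for HuR against cytoplasm. The simulated shares are therefore not the power of the real comparisons. Genes were called higher only for HuR against IgG, and those lower at the same thresholds were counted after the data were seen.

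The rule for named genes was set before the data were examined, though the values of Table 2 had been seen: the 8 highest and 8 lowest called genes of a comparison with 1 sign on every array and a bright channel well above background on every array, the genes the paper names, the first 10 of Table 2, and up to 4 called members of each list. The lists were p53 targets, immediate early genes, HuR targets from the literature, pro-apoptotic and anti-apoptotic genes, NF-kB targets, estrogen response, luminal epithelial, doxo resistance, G2/M, DNA replication and heat shock genes, nuclear-retained RNAs, stromal and blood cell markers, ARE-binding factors, genes the paper names, and, by symbol, ZNF, histone, ribosomal protein and oxidative phosphorylation genes, besides Table S1. They were tested with camera at a preset and at an estimated correlation. ARE genes were compared with others by a permutation test with 100000 resamples. Alternatives to the scaling, background correction, filter, test, probe choice and replicates were run. Analyses that need 3'UTR sequences were left out. Files were read with Python.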

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

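The tests of explanations in this part were chosen after the result was seen, apart from the splits of the channels. In 16 of 109 groups of 4 arrays, 1 array stood apart by its gap over the range of the group, where chance gives about 1 in 20 (5.45). For doxo against untreated these were MYC 0.901, SOCS3 0.923, KLF10 0.882, ZNF443 0.952, the median of anti-apoptotic genes 0.86, the median of DNA replication genes 0.877, the median of immediate early genes 0.933, the median of Table S1 HuR-bound genes 0.898, the median of ZNF genes 0.864. For HuR against IgG they were TNF 0.845, CASP7 0.929, the median of cell cycle G2/M genes 0.841, the median of NF-kB targets 0.898, the median of RNA-binding ELAV and ARE factors 0.888, the median of Table S1 HuR-bound genes 0.863, the median of HuR-bound genes called here 0.887. In the HuR immunoprecipitate 1399 genes were lower than in cytoplasmic RNA, and between the channels of doxo against untreated 2001 genes had an unadjusted p under 0.05; 1396 and 1929 of them are neither in Table S1 nor among the genes the paper names.

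Array 4 of doxo against untreated ran against arrays 1 to 3. Noise on that array is argued against by its correlation of 0.774 with an array of HuR against cytoplasmic RNA, and labelling with the spike-in mixes of those arrays by a slope of observed on expected spike-in ratios of -0.065, though its spike-in medians, 2275 in Cy3 and 18639 in Cy5, lie in the range of those arrays. In a regression across probes its Cy5 over Cy3 had a coefficient of 0.697 on Cy5 over Cy3 of the arrays of HuR against cytoplasmic RNA, so a hybridization of HuR RNA against cytoplasmic RNA stays open as a hypothesis. The coefficient on arrays 1 to 3 was -0.147, small for a swap of dyes or samples, but the bound that would have argued against a swap was loosened after this value was seen, because the 2 predictors are correlated and the Table S1 median turned from 1.52 to 1.81 on arrays 1 to 3 to -1.51 on array 4, so a swap cannot be told apart from it. Of 35 splits of the channels, without the array as block, 2 gave at least as many probes as the real one (592, itself included). The other, with the channels of array 4 exchanged, gave 2641, so this test does not exclude chance. That split repeats the turn of array 4 already seen, so the count points to a structure of the arrays and is not evidence for chance.

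The IgG channel lay near background on every array of HuR against IgG. Spike-in controls in that channel were at most 1.20 times the negative controls, which fits weak labelling, hybridization or scanning of Cy5 as a candidate explanation. Dye normalization fits as well: the Spearman correlation of the 2 channels rose on average by 0.517 from background-subtracted to processed signals. A low yield of RNA with IgG was not tested. It alone would not lower spike-in controls, which in the HuR channel were 44.2 to 74.5 times the negative controls. If they were added to both samples, this argues against a low yield as the only explanation, while a contribution of it stays open. For the 14721 probes past the thresholds there in either direction, without the array as block, 1 of 35 splits gave as many, the real one, and the highest other 0, but the 2 channels of an array are a pair, and the 7 other splits that part every pair (highest 0) are too few for a share under 0.05.

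Across genes, the HuR over cytoplasm ratio correlated with Cy5 over Cy3 of doxo arrays 1 to 3 (r = 0.503, 0.501 and 0.554), while limma called no gene over the 4 arrays (2001 at an unadjusted p under 0.05, and 69 by the methods' t-test) and 2419 without array 4. A fixed dye bias is argued against by the Table S1 median of Cy3 over Cy5, at most -1.52 on arrays 1 to 3. The HuR signal of the Table S1 genes exceeded Cy5 of arrays 1 to 3, labelled as doxo, by a median of 0.473 (log2; array 2 alone 0.547, past the bound of 0.5) and Cy3, labelled as untreated, by 2.12, and on array 4 Cy5 by 1.97 and Cy3 by 0.548. Against the doxo cytoplasm of the arrays of HuR against cytoplasm the median was 1.88, nearer to Cy3 of arrays 1 to 3 and Cy5 of array 4. The Table S1 genes were chosen for a high value there, so the dyes are not settled by it. Low levels of these mRNAs in the doxo cytoplasm used as denominator, a biological reading, stay open only if Cy3 of arrays 1 to 3 held doxo, since as labelled the values run against it. For the 4887 probes called in HuR over cytoplasm without the array as block, 1 of 10 splits gave as many, and the highest other 0, too few splits for a share under 0.05, and 3 of the others part every pair of channels (highest 0).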

How the results depend on the processing

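Alternatives chosen after the data were seen were replicate 4 turned, background-subtracted signals with no dye normalization, and probes well above background in both channels. Signal over background leaves a lower bound, for processed signals only, in place of the fold over IgG for 93.6% of the called genes. That bound is over 2 for 5525 genes, and 351 genes have no bound. Split by direction, 93.2% of the genes past the thresholds over IgG were higher, 30.5% with a 75th percentile shift, 0% with normexp and loess, 100% with normexp and no loess and with no dye normalization, and 11.4% with both channels well above background. Not run were the slide as a block, since each comparison lies on 1 slide of its own, the planned same-dye comparisons, since the dyes are not settled, and the 3'UTR alternatives, which need sequences not used here; normexp was run on median signals. The replicate block is the array, and with no replicate block 256 genes were called in doxo against untreated, 1493 higher and 1008 lower in HuR against cytoplasm, and 1010 were higher in both RIP comparisons. Median centring moved the median of all genes in doxo against untreated from 0.12 to 0.25. Of 614 values of called named genes over IgG and 1472 over cytoplasm under the alternatives, 537 and 1215 kept the call and 77 and 257 lost it, 12 and 1 of these by a turn of sign. Over IgG, 31 were lost with normexp and loess, where no gene was called higher, MAL2, MYC, SOCS3 and FOS included, 20 with a 75th percentile shift and 11 with all 11 arrays in 1 fit. Over cytoplasm, 81 were lost without replicate 3, 68 with the methods' t-test, and 21 with all 11 arrays in 1 fit. With an estimated correlation, ZNF genes passed camera over cytoplasm with normexp and loess (adjusted p = 0.0497) and between the doxo channels with replicate 4 turned (adjusted p = 0.0404), and ribosomal protein genes over IgG with normexp and loess (adjusted p = 0.0489). The fit of all 11 arrays takes 1 spread per probe from the 3 comparisons, the doxo arrays included. The cause of these changes was not tested. Results that turned sign, values answering a comparison that changed their call, and counts that moved by over 1.5 times are given by setting, as log2 ratios unless counts or correlations.

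With the filter on the coefficient of variation, in doxo against untreated the values were the count of genes called 382. With the methods' t-test, the values were genes higher in HuR RIP than cytoplasm 174, genes lower in HuR RIP than cytoplasm 106, HuR-bound genes 118 and Table S1 probes called in both RIP comparisons 118. In doxo against untreated they were the count of genes called 69. With the methods' t-test and that filter, the values were genes higher in HuR RIP than cytoplasm 297, genes lower in HuR RIP than cytoplasm 209, HuR-bound genes 184 and Table S1 probes called in both RIP comparisons 184. In doxo against untreated they were the count of genes called 248. With no replicate block, in doxo against untreated the values were the count of genes called 256. With all 11 arrays in 1 fit, the values were genes higher in HuR RIP than cytoplasm 916, HuR-bound genes 470 and Table S1 probes called in both RIP comparisons 320. In doxo against untreated they were the count of genes called 816. With replicate 4 turned, in doxo against untreated the values were the count of genes called 988, TOP2A 0.90, ABCG2 -0.084, DCK 0.20, ZNF443 2.15, lists past the threshold 10 and replication-dependent histone genes -0.012. With a 75th percentile shift of HuR against IgG, the values were genes higher in HuR RIP than IgG RIP 983, HuR-bound genes 119 and Table S1 probes called in both RIP comparisons 69. In HuR against IgG they were TOP2A 0.78, BCL2 -0.23, ANP32A -0.12, PRKCD -0.11, ZNF14 -0.19, ZNF624 -0.29, MAP10 -0.034, WDR5B -0.10, ZNF443 -0.088, ZNF606 -0.078, anti-apoptotic genes -0.031, cytosolic ribosomal protein genes -0.81, heat shock and unfolded protein genes -0.23, luminal epithelial genes -0.44, NF-kB targets -0.27, nuclear-retained RNAs -0.24, oxidative phosphorylation genes -0.22, p53 targets -0.0051, stromal and blood cell markers -1.23 and ZNF genes -0.17. With normexp and loess, the values were genes higher in HuR RIP than IgG RIP 0, genes lower in HuR RIP than cytoplasm 775, HuR-bound genes 0, Table S1 probes called in both RIP comparisons 0 and correlation with the fold of Table S1 0.68. In doxo against untreated they were ABCG2 -0.0098. In HuR against IgG they were TOP2A 0.10, PRKCD -0.027, ZNF624 -0.026, ZNF443 -0.076, cell cycle G2/M genes -0.0056, cytosolic ribosomal protein genes -1.01, luminal epithelial genes -0.085, p53 targets -0.0023 and stromal and blood cell markers -0.041. In HuR against cytoplasm they were lists past the threshold 7 and cell cycle G2/M genes 0.025. With normexp and no loess, the values were genes higher in HuR RIP than IgG RIP 11318 and correlation with the fold of Table S1 0.74. In doxo against untreated they were FOS -0.23, ELAVL1 0.069, MAP10 -0.030, ZNF606 -0.27, lists past the threshold 7, doxorubicin resistance genes 0.047, luminal epithelial genes 0.44, NF-kB targets -0.13, oxidative phosphorylation genes 0.35 and ZNF genes -0.017. In HuR against IgG they were TNF 0.65, lists past the threshold 12, cytosolic ribosomal protein genes 10.48, luminal epithelial genes 7.91 and oxidative phosphorylation genes 8.37. In HuR against cytoplasm they were TNF 0.062, PAIP2 -0.060, LDHA -0.54, cytosolic ribosomal protein genes -0.76, heat shock and unfolded protein genes -0.18, nuclear-retained RNAs -0.057 and RNA-binding ELAV and ARE factors -0.024. With background-subtracted signals of HuR against IgG, no dye normalization, the values were genes higher in HuR RIP than IgG RIP 12965 and HuR-bound genes 1746. In HuR against IgG they were TNF 1.56, lists past the threshold 11, cytosolic ribosomal protein genes 11.43, luminal epithelial genes 10.12 and oxidative phosphorylation genes 10.50. With HuR against IgG probes well above background in both channels on every array, the values were genes higher in HuR RIP than IgG RIP 32, HuR-bound genes 1 and Table S1 probes called in both RIP comparisons 1. With median centring of doxo against untreated and HuR against cytoplasm, the values were genes lower in HuR RIP than cytoplasm 2419. In doxo against untreated they were ELAVL1 0.060, DCK 0.0057, ZNF443 0.041, doxorubicin resistance genes 0.030, luminal epithelial genes 0.12 and stromal and blood cell markers 0.077. In HuR against cytoplasm they were LDHA -0.14, cytosolic ribosomal protein genes -0.10, nuclear-retained RNAs -0.24 and pro-apoptotic genes -0.11. With each gene as the mean of its probes, the values were correlation with the fold of Table S1 0.91 and log2 fold of Table S1 genes with an ARE minus the others -0.025. In HuR against cytoplasm they were LDHA -0.038 and BBC3 0.62. With background-subtracted signals of HuR against cytoplasm, no dye normalization, the values were correlation with the fold of Table S1 0.89. In HuR against cytoplasm they were PAIP2 -0.062, LDHA -0.53, cytosolic ribosomal protein genes -0.75, heat shock and unfolded protein genes -0.16, nuclear-retained RNAs -0.13 and RNA-binding ELAV and ARE factors -0.018. With no filter on dim probes, in doxo against untreated the values were lists past the threshold 5 and replication-dependent histone genes -0.021. In HuR against IgG they were lists past the threshold 5 and stromal and blood cell markers -0.15. In HuR against cytoplasm they were lists past the threshold 6. With no shift of doxo against untreated and HuR against cytoplasm, in doxo against untreated the values were replication-dependent histone genes -0.0062. With median centring of HuR against IgG, in HuR against IgG the values were stromal and blood cell markers -0.28. With the deposited log10 ratio, in doxo against untreated the values were replication-dependent histone genes -0.0062. With the deposited log2 value table, in doxo against untreated the values were replication-dependent histone genes -0.0062. With probes well above background in 1 channel on every array, in doxo against untreated the values were luminal epithelial genes 0.082, replication-dependent histone genes -0.0071 and stromal and blood cell markers 0.21.

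Leaving out 1 array at a time gave these ranges: genes called between the channels of doxo against untreated 0 to 2419, genes higher in HuR RIP than cytoplasm 0 to 1976, genes lower in HuR RIP than cytoplasm 0 to 1572, HuR-bound genes 0 to 1273, Table S1 probes called in both RIP comparisons 0 to 702, FOS in doxo against untreated -0.085 to 1.48, TOP2A in doxo against untreated -1.07 to 0.40, ELAVL1 in doxo against untreated -0.20 to 0.030, ABCG2 in doxo against untreated -0.027 to 0.10, CASP3 in doxo against untreated -0.060 to 1.25, PAIP2 in doxo against untreated -0.010 to 1.02, DCK in doxo against untreated -0.42 to 0.049, MAP10 in doxo against untreated -0.45 to 2.22, ZNF443 in doxo against untreated -0.63 to 1.38, ZNF606 in doxo against untreated -0.26 to 2.30, TOP2A in HuR against cytoplasm -0.34 to 1.05, lists past the threshold in doxo against untreated 1 to 7, lists past the threshold in HuR against IgG 1 to 2, cell cycle G2/M genes in doxo against untreated -0.39 to 0.21, estrogen response genes in doxo against untreated -0.012 to 0.75, nuclear-retained RNAs in doxo against untreated -0.020 to 0.56, paper-named genes in doxo against untreated -0.010 to 0.96, stromal and blood cell markers in doxo against untreated -0.27 to 0.26, luminal epithelial genes in doxo against untreated -0.10 to 0.019, replication-dependent histone genes in doxo against untreated -0.030 to 0.15, stromal and blood cell markers in HuR against IgG -0.066 to 0.29, nuclear-retained RNAs in HuR against cytoplasm -0.14 to 0.15, cell cycle G2/M genes in HuR against cytoplasm -0.44 to 0.28. Without the third array of HuR against cytoplasm no gene was called there, with 3113 at an unadjusted p under 0.05 from limma and a fold over 2. Without the first and the second, 3548 and 3004 were called. Across probes, arrays 1 and 2 correlated at r = 0.571, arrays 1 and 3 at 0.753 and arrays 2 and 3 at 0.806. The fit without the third array thus rested on the 2 least alike, and the cause was not tested.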

Other observations

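Of 24 estrogen response genes, 14 were higher and 2 lower in the HuR immunoprecipitate than in cytoplasmic RNA (the same counts when adjusted over the list alone), among them PGR, the progesterone receptor (log2 ratio 3.69 ± 1.45, SD, n = 3 arrays), and NRIP1 (3.62 ± 0.44). Of 30 DNA replication genes 10 were higher and none lower (10 when adjusted over the list alone), with CCNE2 at 3.16 ± 0.47 and CDC25A at 2.49 ± 0.53. Both lists lay above the other genes by camera with a preset correlation (adjusted p = 3.44e-05 and 2.63e-05), with adjusted p = 0.172 for both with an estimated correlation. MYC and NRIP1 of the estrogen response list stand in Table 2, so that list is not independent evidence. Of 14 ARE-binding factors 5 were higher and none lower, with ZFP36 at 3.43 ± 0.21 (camera adjusted p = 0.0473, adjusted p = 0.325 with an estimated correlation), and of 20 heat shock and unfolded protein genes 5 were higher and 1 lower (adjusted p = 0.0473 and 0.320). Of 77 oxidative phosphorylation genes 3 were lower (2 when adjusted over the list alone) and none higher (adjusted p = 0.0273 and 0.320). None of these genes was called without the third array, PGR, NRIP1, CCNE2 and CDC25A were not by the methods' t-test, and ZFP36 was not with all 11 arrays in 1 fit. Leaving out 1 array also left lists short of the threshold, namely heat shock and unfolded protein genes without the first (adjusted p = 0.0662), the second (0.0802) or the third (0.0633), ARE-binding factors without the first (0.0548) or the third (0.0849), and oxidative phosphorylation genes without the second (0.0881) or the third (0.0846).

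Genes the paper names had 5 higher and 2 lower of 16 over cytoplasmic RNA and passed camera with a preset correlation (adjusted p = 0.0463, and 0.320 with an estimated correlation, and 0.0786 without the first array). MYC, FOS and SOCS3, among those higher, were picked by the paper from its enriched genes on the RIP arrays. That list is therefore not independent evidence. The following lists did not pass it. NF-kB targets had 6 higher and 2 lower of 13 (7 higher when adjusted over the list alone, camera adjusted p = 0.100, and without the first array 0.0410, with adjusted p = 0.488 with an estimated correlation), luminal epithelial genes 3 higher and 5 lower of 18 (0.233), nuclear-retained RNAs, with a median of 0.03 though camera placed them below the other genes, 2 higher and 3 lower of 9 (0.878), stromal and blood cell markers 2 lower of 9 (0.228), histone genes 7 higher and 3 lower of 61 (0.252), ribosomal protein genes 2 higher of 83 (0 when adjusted over the list alone, 0.0747) and G2/M genes 1 higher and 1 lower of 23 (0 and 1 when adjusted over the list alone, 0.438). The other counts of these lists were the same when adjusted over the list alone.

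Across 12854 genes, which are not independent replicates, the HuR over cytoplasm ratio correlated with Cy5 over Cy3 of the doxo arrays at r = 0.503, 0.501, 0.554 and -0.665 on arrays 1 to 4, and at 0.338 with their mean (-0.338 with the sign turned), or 0.110 without array 1, 0.237 without array 2, 0.184 without array 3, 0.573 without array 4 and 0.683 with array 4 turned. The HuR-bound genes called here had a median of 0.79 on the doxo arrays, and Table S1, which the study chose on the RIP arrays, of 0.89 (camera adjusted p = 5.18e-09 and 1.54e-10 with a preset correlation, and adjusted p = 0.823 for both with an estimated correlation). Leaving out 1 array gave 0.44 to 1.53 and 0.59 to 1.64, the highest of each without array 4. On arrays 1 to 4 the medians were 1.85, 1.26, 1.51 and -1.48 for the first list and 1.76, 1.45, 1.65 and -1.34 for Table S1.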
